# Ten-eleven translocation methyl-cytosine dioxygenase 2 deficiency exacerbates renal ischemia-reperfusion injury

**DOI:** 10.1186/s13148-020-00892-8

**Published:** 2020-07-02

**Authors:** Huan Yan, Li Tan, Yuqi Liu, Ning Huang, Jing Cang, Hao Wang

**Keywords:** Tet2, Kidney, Cell junctions, Ischemia-reperfusion injury, Inflammatory response

## Abstract

**Background:**

Ten-eleven translocation (Tet) methyl-cytosine dioxygenases (including Tet1/2/3)-mediated 5mC oxidation and DNA demethylation play important roles in embryonic development and adult tissue homeostasis. The expression of *Tet2* and *Tet3* genes are relatively abundant in the adult murine kidneys while *Tet1* gene is expressed at a low level. Although Tet3 has been shown to suppress kidney fibrosis, the role of Tet2 in kidney physiology as well as renal ischemia-reperfusion (IR) injury is still largely unknown.

**Results:**

*Tet2*^*−/−*^ mice displayed normal kidney morphology and renal function as WT mice while the expression of genes associated with tight junction and adherens junction was impaired. At 24 h post-renal IR, *Tet2*^*−/−*^ mice showed higher SCr and BUN levels, more severe tubular damage, and elevated expression of *Kim1* and *Ngal* genes in the kidney in comparison with WT mice. Moreover, the transcriptomic analysis revealed augmented inflammatory response in the kidneys of *Tet2*^*−/−*^ mice.

**Conclusions:**

Tet2 is dispensable for kidney development and function at baseline condition while protects against renal IR injury possibly through repressing inflammatory response. Our findings suggest that Tet2 may be a potential target for the intervention of IR-induced acute kidney injury (AKI).

## Introduction

Ten-eleven translocation (Tet) family methyl-cytosine dioxygenases (Tet1, Tet2, and Tet3) are key enzymes to convert 5-methylcytosine (5mC) to 5-hydroxymethylcytosine (5hmC), 5-formylcytosine (5fC), and 5-carboxylcytosine (5caC) [1–3]. Tet protein-catalyzed 5mC oxidation generates new epigenetic modifications and initiates active and passive DNA demethylation [4]. Emerging evidence has shown that *Tet* family genes and 5mC oxidation are critical for not only embryonic development but also the maintenance of adult tissue homeostasis [5]. Tet1–3 have differential expression pattern in the kidney, with relatively high expression of Tet2 and Tet3 and low expression of Tet1 [6, 7]. We have previously shown that *Tet2* is dramatically downregulated in the IR-injured kidney, which is accompanied by a reduction of the global 5hmC level [7]. By performing hydroxymethylated DNA immunoprecipitation sequencing (hMeDIP-seq) analysis, we also revealed that 5hmC was enriched in the gene body regions of renal IR injury-associated genes [8]. In addition, a few studies have shown that Tet3 confers protection against kidney fibrosis [9–11].

These above-mentioned studies suggest that *Tet* family genes as well as 5mC oxidation may play important roles in regulating the physiological and pathophysiological processes in the kidney. However, the functional importance of *Tet2* gene in the kidney as well as renal IR injury remains unknown. Using a unique *Tet2*^*−/−*^ mouse model, here, we determined the impact of Tet2 deficiency on the function of the kidney at baseline as well as in response to renal IR injury. Our findings suggest that Tet2 is dispensable for kidney development but limits kidney damage following IR. Mechanistically, we identified that Tet2 regulates a specific set of genes that are involved in cell junctions and inflammatory response. Thus, our findings provide new insights into the molecular mechanism regulating kidney homeostasis and renal IR injury.

## Results

### Tet2 deficiency does not influence kidney development and normal renal function

*Tet2*^−/−^ mice could spontaneously develop chronic myelomonocytic leukemia (CMML) in their adult stage (starting from 2–4 months) [12–15]. To avoid the secondary effect of Tet2 depletion-induced hematopoietic dysfunction on the kidney, we used 6-week-old male mice in the current study. Indeed, there were no CMML-like pathological changes in the peripheral blood, spleen, and bone marrow of *Tet2*^*−/−*^ mice at a young age (data not shown). Importantly, there was no difference in the morphology and histological structure of kidneys between WT and *Tet2*^*−/−*^ groups of mice (Fig. 1a–c). Moreover, the SCr and BUN levels (two plasma markers of renal dysfunction) in *Tet2*^*−/−*^ mice were also comparably low as those in WT mice (Fig. 1d, e).

**Fig. 1:**
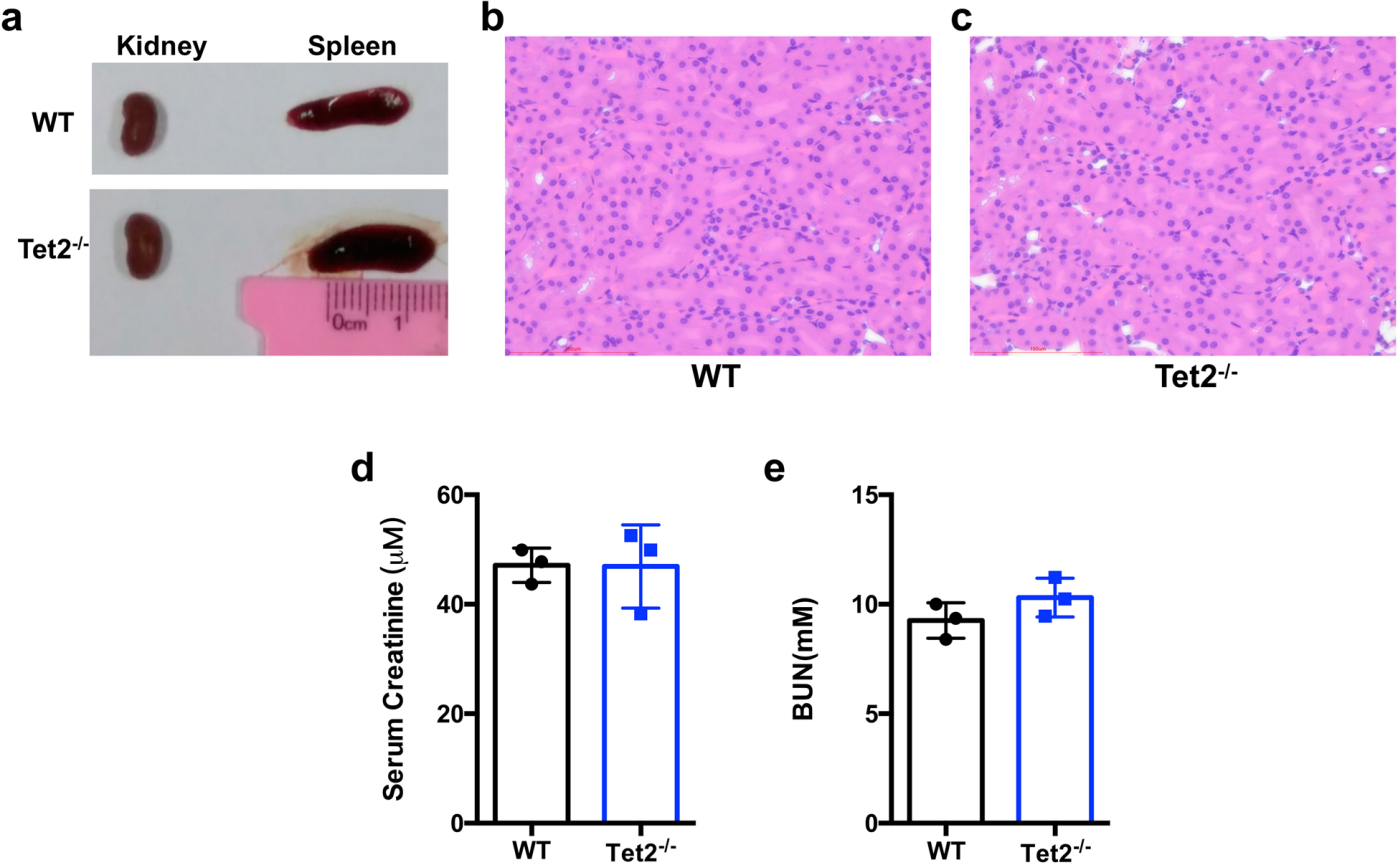
Tet2 deficiency does not influence kidney development and normal renal function. **a** Morphology of the kidneys and spleens from WT and *Tet2*^*−/−*^ mice at 6 weeks old. **b**, **c** H&E staining of the kidneys from WT and *Tet2*^*−/−*^ mice at 6 weeks old. **d**, **e** Serum creatinine (**d**) and blood urea nitrogen (**e**) concentrations of WT and *Tet2*^*−/−*^ mice under baseline conditions. *N* = 3 in each group

### Tet2 deficiency impairs the expression of genes associated with cell junctions in the kidney

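Kidneys of 3 WT and 3 *Tet2*-/- male mice at 6 weeks old, which had no operation, gave 1 RNA-seq library each. The authors aligned the reads to mm9 with STAR, counted them on RefSeq transcripts with HOMER and deposited these counts without normalization, together with FPKM. The counts rise in steps of 0.5 and were rounded before each test. A gene with several transcripts was represented by the transcript with the highest total count. Total counts per library on these transcripts ranged from 63205216 to 70674057.5 in WT kidneys (median 69022814) and from 52881804.5 to 107969888 in *Tet2*-/- kidneys (median 67699706.5). The counts were normalized with edgeR's TMM method, and genes kept by edgeR's filter for low counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. The standard errors given with log2 fold changes were derived from the F statistic of this test. A gene was taken as differentially expressed at an adjusted p under 0.05 and a log2 fold change over 1 or under −1. The paper's Methods set the same limits on the difference in log2 FPKM, while here the log2 fold change is the one fitted by edgeR. With 3 libraries against 3, the smallest p that a two-sided exact permutation test of a single value can give is 0.1. *Tet2* itself (NM_001040400) lies on chromosome 3 of mm9 from 133126641 to 133207354 on the minus strand. Its FPKM was 9.15, 6.25 and 7.33 in WT replicates 1, 2 and 3 and 9.24, 16.6 and 10.3 in *Tet2*-/- replicates 1, 2 and 3. The means were 7.58 ± 1.47 (SD, n = 3) and 12.1 ± 4.00 (SD, n = 3), a log2 fold change of 0.76 (standard error 0.24, adjusted p = 0.321 from edgeR's quasi-likelihood test). Since the transcript was not lower in the *Tet2*-/- group, these are called the libraries labelled *Tet2*-/-, and every direction between the genotypes is given by these labels. Across 16 alternative settings the log2 fold change of *Tet2* stayed between 0.46 and 0.93. *Tet3* (NM_183138) had a log2 fold change of −0.16 (standard error 0.12, adjusted p = 0.575 from the same test), with an FPKM of 2.10 ± 0.184 (SD, n = 3) in WT libraries and 1.77 ± 0.0209 (SD, n = 3) in the libraries labelled *Tet2*-/-. *Tet1* (NM_001253857) had a low level, at 0.0893 and 0.0857 FPKM.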

To understand the role of Tet2 in the kidney, we performed RNA-seq analysis of the transcriptomes in WT and *Tet2*^*−/−*^ mice kidneys. 

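Of 16086 genes tested, 2 passed both thresholds in the libraries labelled *Tet2*-/- and both were higher, *Rpl34* (NM_026724) and *Rpl34-ps1* (NM_001199350). No gene passed as lower, while 1891 genes had an unadjusted p under 0.05, against 804 that chance alone would give. With the unadjusted p in place of the adjusted p, 68 genes were higher and 544 were lower by the fold change threshold. With 1 library left out, from 74 (without *Tet2*-/- baseline replicate 1) to 179 (without WT baseline replicate 2) were higher. From 462 (without *Tet2*-/- baseline replicate 3) to 723 (without WT baseline replicate 1) were lower. *Rpl34* lies on chromosome 3 of mm9 from 130429745 to 130433255. Its FPKM was 3.18 ± 0.648 (SD, n = 3) in WT libraries and 81.6 ± 6.13 (SD, n = 3) in the libraries labelled *Tet2*-/-, a log2 fold change of 4.77 (standard error 0.18, adjusted p = 0.000234 from edgeR's quasi-likelihood test). The coding sequence of *Rpl34* has 10 near-identical copies elsewhere in the mouse genome, so its count depends on how reads shared with these copies were placed. *Rpl34-ps1* lies at the same locus and had a log2 fold change of 5.85 (standard error 0.31, adjusted p = 0.00108). The alternative that moved the counts most among those that keep the adjusted p and 1 transcript per gene was DESeq2, with 23 genes higher and 297 lower. Leaving out WT baseline replicate 1 gave 3 genes higher and 7 lower, and leaving out WT baseline replicate 2 gave 3 higher and 4 lower. WT baseline replicates 2 and 3 also had higher levels of adipocyte marker genes, with a mean log2(FPKM + 0.1) of 2.42 and 3.63. It was 0.04 in WT baseline replicate 1 and from −0.49 to 0.25 in the baseline libraries labelled *Tet2*-/-. With the adipocyte level of each library as a covariate, 107 genes were higher and 227 lower at an unadjusted p under 0.05 and the fold change threshold.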

Compared with WT mice, 452 differentially expressed genes (24 upregulated genes and 428 downregulated genes) were identified in the kidneys of *Tet2*^*−/−*^ mice (Fig. 2a). KEGG pathway analysis revealed that “fructose and mannose metabolism,” “tight junction,” and “proteoglycans in cancer” were the top three enriched terms in the downregulated genes (Fig. 2b). 

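The gene sets of KEGG were not used here. In their place, lists of genes written by hand were tested with camera, a test of whether the genes of a list move together relative to all other genes, with a preset correlation of 0.01 between genes. The p values were adjusted over the 21 lists with at least 5 tested genes. Single genes of a list were counted as passing at an adjusted p under 0.05 alone, without the fold change threshold. The fructose and mannose metabolism list had 29 tested genes with a mean log2 fold change of −0.15 and a median of 0.06 (adjusted p = 0.907 from camera with edgeR). Of these, 10 were lower and 19 were higher in the libraries labelled *Tet2*-/-. No gene of the list passed over all genes tested, 1 passed when adjusted over the list alone, and 6 had an unadjusted p under 0.05. In WT baseline kidneys 26 of the list's 30 genes had a mean FPKM of at least 1, and 1 gene is also in another list. Enrichment of this list among the lower genes, the kind of result that the paper's pathway analysis gives, was not tested. The genes of the term on proteoglycans were not analysed here.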

Gene set enrichment analyses (GSEA) revealed that the downregulated genes in the kidney tissues of *Tet2*^*−/−*^ mice were significantly enriched for the “adherens junction” and “tight junction” gene sets (Fig. 2c, d). Moreover, key regulators in the above biological processes, i.e., *Cldn8* and *Tjp1*, were validated by RT-qPCR (Fig. 2e).

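The tight junction list held 67 genes, all tested, of which 59 had a mean FPKM of at least 1 in WT baseline kidneys and 7 are also in another list. Their mean log2 fold change was −0.21 (adjusted p = 0.157 from camera with edgeR), with 40 genes lower and 27 higher in the libraries labelled *Tet2*-/-. The adherens junction list held 75 genes, of which 62 had a mean FPKM of at least 1 and 4 are also in another list. Its mean log2 fold change was −0.14 (adjusted p = 0.0218 from camera with edgeR), with 51 genes lower and 24 higher. Neither junction list passed under fry or with an estimated correlation between genes, where the adherens junction list had adjusted p values of 0.209 and 0.980 from edgeR. In both lists no gene passed over all genes tested, 2 tight junction genes and 0 adherens junction genes passed when adjusted over the list alone, and 12 genes of each list had an unadjusted p under 0.05. In TMM-scaled counts every library labelled *Tet2*-/- lay below every WT library for 12 tight junction genes and above for 5, and for 16 and 2 adherens junction genes. Over all 16086 genes tested these shares were 10.8% and 7.93% (chance gives 10% for both directions together), which would make 7.23 and 5.31 tight junction genes and 8.1 and 5.94 adherens junction genes. In FPKM, without TMM scaling, 17 tight junction genes lay below and 2 above, and 23 and 0 adherens junction genes. Of 13 alternatives, the filter moved the tight junction list's call: among genes with a mean FPKM of at least 1, its mean log2 fold change was −0.26 (adjusted p = 0.0287 from camera with edgeR), in a range from 0.0287 to 0.980 over these alternatives. With the trend of fold changes with GC content taken out, a setting added after seeing the data, it also passed (−0.24, adjusted p = 0.0373 from camera and 0.17 from fry with edgeR), and with the trend with gene length taken out it did not (−0.19, adjusted p = 0.432 from camera). The call of the adherens junction list was lost without WT baseline replicate 1 (−0.15, adjusted p = 0.0581 from camera with edgeR) and without *Tet2*-/- baseline replicate 3 (−0.11, adjusted p = 0.118), in a range from 0.00119 to 0.980 over 13 alternatives. Fold changes at baseline followed gene length, and with this trend taken out the adherens junction list had a mean log2 fold change of −0.08 (adjusted p = 0.411 from camera with edgeR).
*Cldn8* (NM_018778), a claudin gene on chromosome 16 of mm9 from 88561071 to 88563428, had an FPKM of 26.6 ± 6.86 (SD, n = 3) in WT libraries and 11.9 ± 1.92 (SD, n = 3) in the libraries labelled *Tet2*-/-. Its log2 fold change was −1.08 (standard error 0.21, adjusted p = 0.206 from edgeR's quasi-likelihood test), and its adjusted p over the list alone was 0.0423. *Tjp1* (NM_009386), which encodes a scaffold protein of tight junctions, lies on chromosome 7 from 72441051 to 72516130. Its FPKM was 5.45 ± 0.675 (SD, n = 3) and 3.58 ± 0.262 (SD, n = 3), a log2 fold change of −0.52 (standard error 0.12, adjusted p = 0.239 from edgeR's quasi-likelihood test). For both genes each library labelled *Tet2*-/- was below each WT library. Over 16 alternatives the adjusted p of *Cldn8* ranged from 0.000959 to 0.558 and passed with DESeq2 (0.000959) and edgeR's exact test (0.00103). That of *Tjp1* ranged from 0.0194 to 0.558 and was under 0.05 with DESeq2 (0.0194), where the fold change threshold was not reached. *Cldn11*, chosen after its values were seen, had the lowest log2 fold change of the tight junction list, −5.42 (standard error 0.88, adjusted p = 0.206 from edgeR's quasi-likelihood test). Its FPKM was 1.34, 8.78 and 1.44 in WT replicates 1, 2 and 3 and between 0.079 and 0.091 in the libraries labelled *Tet2*-/-, and the mean log2 fold change of the list without it was −0.13. The paper rests on the enrichment of both gene sets among its downregulated genes and on RT-qPCR of *Cldn8* and *Tjp1*. From these it concludes that Tet2 deficiency impairs the expression of cell junction genes.

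**Figure D1:**
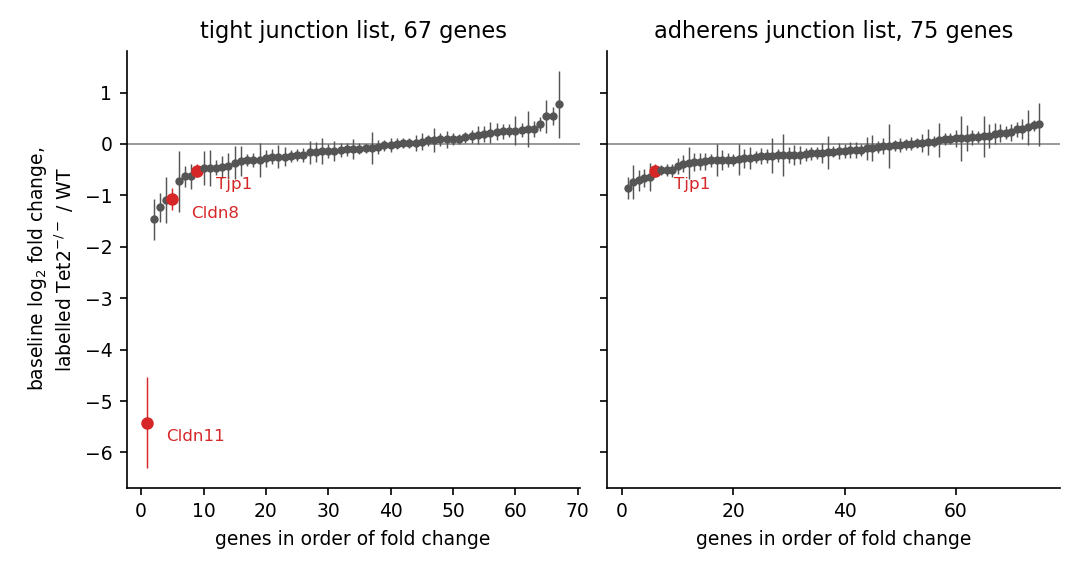
Log2 fold change at baseline of each gene of the tight junction list (67 genes) and the adherens junction list (75 genes), in order of fold change. Bars show the standard error derived from the F statistic of edgeR's quasi-likelihood test. *Cldn11*, *Tjp1* and *Cldn8* are in red, and 40 tight junction genes and 51 adherens junction genes lie below 0.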

**Fig. 2:**
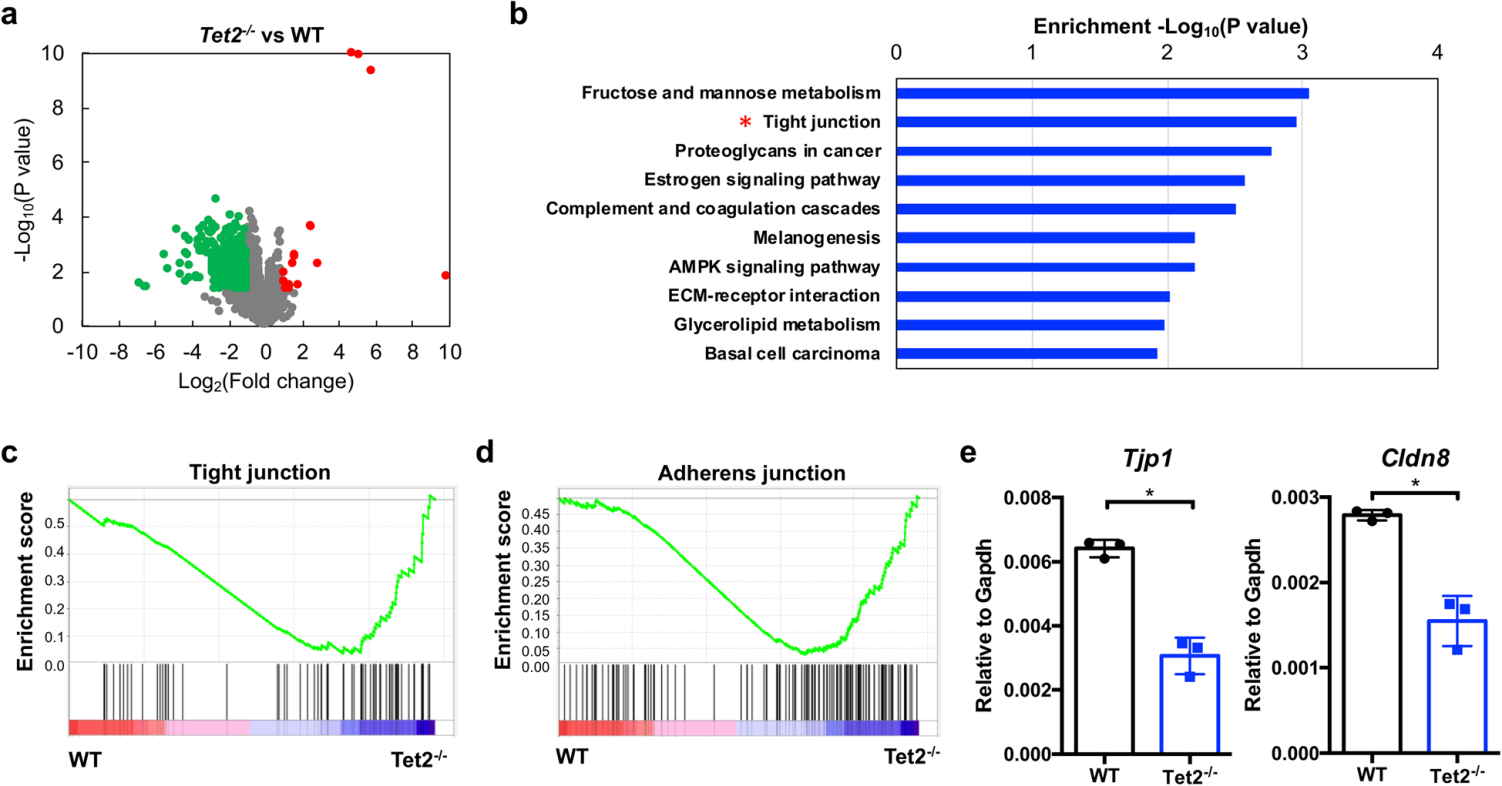
Tet2 deficiency impairs the expression of genes associated with cell junctions in the kidney. The kidneys from WT and *Tet2*^*−/−*^ mice (*n* = 3 in each genotype) were subjected to RNA-seq analysis. **a** Scatter plotting of the differentially expressed genes in the kidneys between WT and *Tet2*^*−/−*^ mice. Green dot, downregulated gene; red dot, upregulated gene. **b** Top 10 terms of the pathway analysis of the downregulated genes. **c**, **d** Gene set enrichment analyses (GSEA) of RNA-seq data for WT and *Tet2*^*−/−*^ mouse kidneys, revealing the association of the gene program in *Tet2*^*−/−*^ mouse kidneys with the “tight junction” (**c**) and “adherens junction” (**d**) gene signature. **e** qRT-PCR analysis of two representative genes (*Tjp1* and *Cldn8*) in the kidneys from WT and *Tet2*^*−/−*^ mice. *P < 0.05. *N* = 3 in each group

### Tet2 deficiency exacerbates renal IR injury in mice

We then examined whether Tet2 depletion affects the response of the kidney to pathological stimulus. WT and *Tet2*^*−/−*^ mice were subjected to sham operation or renal IR. Compared with the sham group, IR significantly increased SCr and BUN levels in WT mice, both of which were further elevated in *Tet2*^*−/−*^ mice in response to renal IR (Fig. 3a, b). As revealed by H&E staining, IR caused tubular detachment, foamy degeneration, and necrosis in the kidneys from both genotypes of mice (Fig. 3c, d). However, *Tet2*^*−/−*^ mice displayed more severe tubular damage than WT mice (Fig. 3c–e). Moreover, the mRNA levels of *Kim1* and *Ngal*, two well-known renal IR injury marker genes [16, 17], were significantly higher in the IR-insulted kidneys from *Tet2*^*−/−*^ mice than those from WT mice (Fig. 3f, g).

**Fig. 3:**
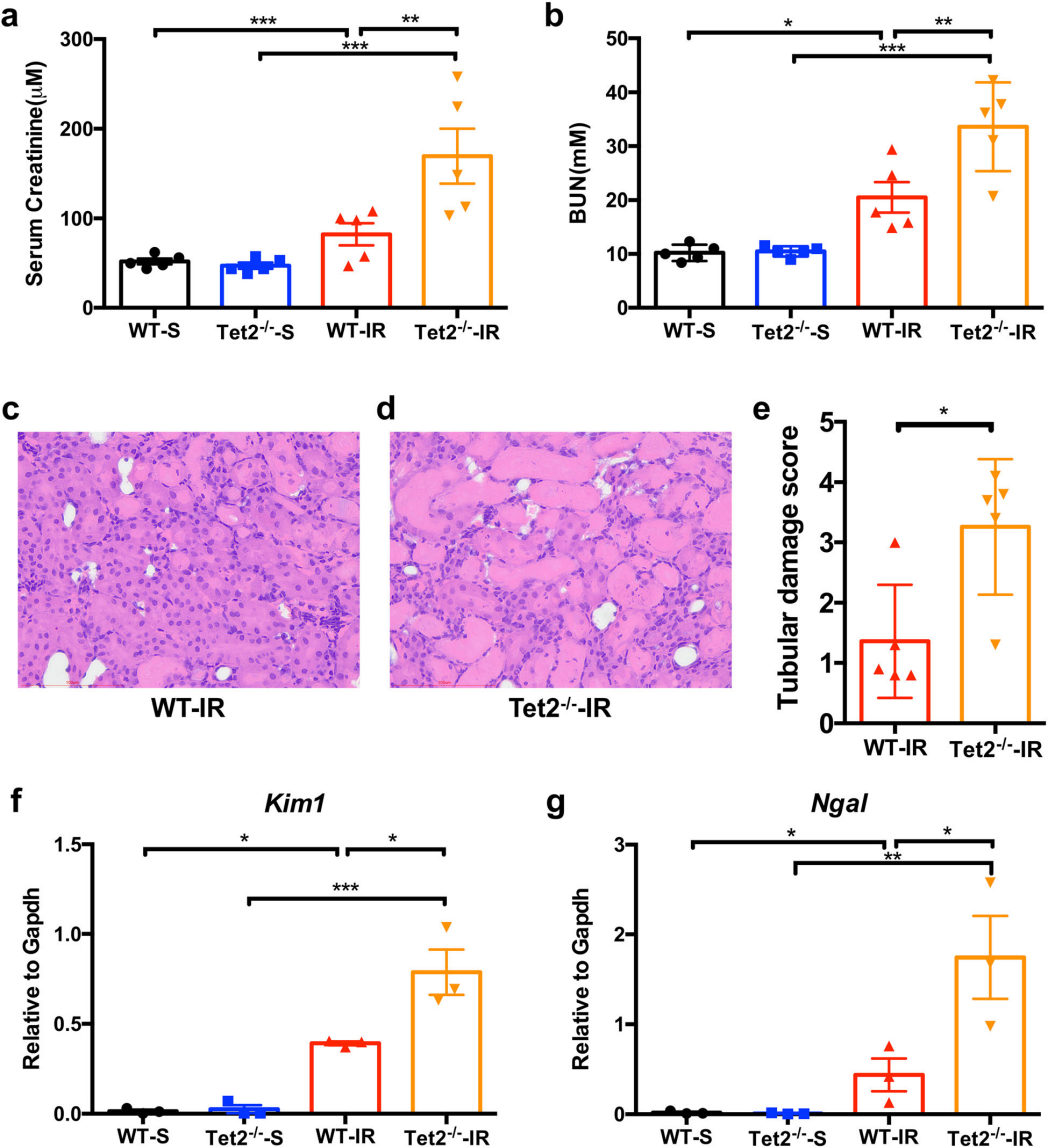
Tet2 deficiency exacerbates renal IR injury in mice. Mice were subjected to sham operation or 60 min of warm kidney ischemia. Blood and kidney tissues were collected at 24 h after reperfusion for the following analyses. S, sham-operated; IR, ischemia-reperfusion injury; WT, wild type; *Tet2*^*−/−*^, *Tet2* knockout mice. **a**, **b** Serum creatinine (**a**) and blood urea nitrogen (**b**) concentrations of WT and KO mice. *P < 0.05, **P < 0.01, and ***P < 0.001. *N* = 5 in each group. **c**, **d** Representative micrographs showing the morphology of the IR-insulted kidneys from WT (**c**) and *Tet2*^*−/−*^ (**d**) mice. Arrows show the injury. **e** Quantitative assessment of tubular damage. *P < 0.05. *N* = 5 in each group. **f**, **g** The mRNA levels of *Kim1* and *Ngal* were measured by qRT-PCR. *P < 0.05, **P < 0.01, and ***P < 0.001. *N* = 3 in each group

### Tet2 deficiency boosts inflammation in kidney upon IR injury

To determine the potential molecular mechanism underlying the protective role of Tet2 in the kidney, we profiled the transcriptomes of the IR-insulted kidneys from WT and *Tet2*^*−/−*^ mice. 

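The kidneys of 3 WT and 3 *Tet2*-/- mice taken 24 h after 60 min of ischemia gave 1 library each. The left kidney of these mice had been removed at the operation, and the libraries come from IR kidneys only, without a sham group. Counts were deposited and tested in the same way as at baseline, within these 6 libraries. Total counts per library on 1 transcript per gene ranged from 51007366 to 64130606.5 in WT kidneys (median 56280114.5) and from 68893909.5 to 94522010.5 in *Tet2*-/- kidneys (median 80217606.5). *Tet2* had an FPKM of 9.34, 3.97 and 3.86 in WT IR replicates 1, 2 and 3 and 2.64, 3.20 and 1.76 in *Tet2*-/- IR replicates 1, 2 and 3. The log2 fold change was −1.28 (standard error 0.36, adjusted p = 0.0690 from edgeR's quasi-likelihood test), with each library labelled *Tet2*-/- below each WT library. It was −0.76 without WT IR replicate 1. Over 16 alternatives the adjusted p ranged from 0.0061 to 0.208, and *Tet2* passed with DESeq2 (0.0061), with edgeR's exact test (0.00818) and with all 12 libraries in a single edgeR fit (0.0243). *Tet3* had a log2 fold change of 0.29 (standard error 0.11, adjusted p = 0.129), and *Tet1* one of −0.15 (standard error 0.38, adjusted p = 0.823), both from the same test.

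**Figure D2:**
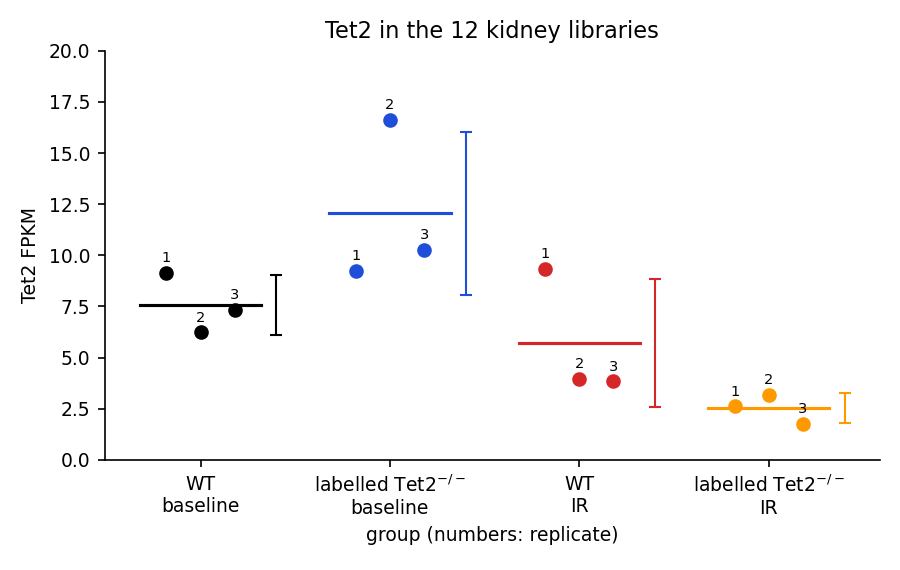
FPKM of *Tet2* in the 12 libraries by labelled group. Numbered points are replicates, the horizontal lines are means, and the vertical bars show the mean ± SD (n = 3). At baseline the libraries labelled *Tet2*-/- lie between 9.24 and 16.6, and after IR between 1.76 and 3.20.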

Compared to the counterparts from WT mice, the IR-insulted kidneys from *Tet2*^*−/−*^ mice displayed 928 upregulated genes and 1092 downregulated genes (Fig. 4a). 

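Of 16186 genes tested, 373 were higher and 623 lower in the IR libraries labelled *Tet2*-/-, so that 62.55% of the 996 differentially expressed genes were lower. Among the settings that keep the adjusted p and 1 transcript per gene, DESeq2 gave the highest total, 1655, with 775 genes higher and 880 lower, 53.2% of them lower. With library sizes alone in place of TMM, 427 genes were higher and 493 lower. Leaving out each of 4 libraries moved both counts by more than 1.5 times. Without WT IR replicate 1, 65 genes were higher and 229 lower, and without WT IR replicate 3, 87 were higher and 293 lower. Without *Tet2*-/- IR replicate 1, 106 genes were higher and 287 lower, and without *Tet2*-/- IR replicate 2, 174 were higher and 361 lower. Without *Tet2*-/- IR replicate 3, 209 genes were higher, while the 441 lower genes stayed within 1.5 times.
Among genes with no overlap between the groups and a mean FPKM of at least 1 in either group, the largest positive log2 fold changes were those of *Arg1* (5.91), *Rpl34-ps1* (5.81), *Chil3* (5.73) and *Calcb* (5.72), together with *Stfa2l1*, which was at most 2 counts in WT libraries and at least 18.7-fold higher. The largest negative ones were those of *A4gnt* (−6.07), *Car5a* (−5.91), *Slc7a12* (−5.58) and *Higd1c* (−5.07), together with *Rhox6*, which was at most 2 counts in the libraries labelled *Tet2*-/- and at least 29.6-fold lower. *Rpl34-ps1*, whose reads can also match copies of *Rpl34*, *Stfa2l1* and *Higd1c* kept their calls in all alternatives, and *A4gnt* kept its call with each library left out. The call of *Arg1* was lost without WT IR replicate 1 or 2 (adjusted p from edgeR 0.0613 and 0.0583), and that of *Chil3* without WT IR replicate 1 (0.0550). *Calcb*, *Car5a*, *Slc7a12* and *Rhox6* each lost their calls in at least 4 of the 6 fits that left out 1 library. Without WT IR replicate 1, the log2 fold change of *Slc7a12* was −3.14 and *Rhox6* was at least 11.7-fold lower.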

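A list of 46 inflammatory cytokine and chemokine genes had 38 tested genes after IR, with a mean log2 fold change of 0.94 in the libraries labelled *Tet2*-/- (adjusted p = 0.00832 from camera with edgeR over 20 lists). Of these, 29 were higher and 9 lower. An adjusted p under 0.05, without the fold change threshold, was reached by 7 over all genes tested and by 13 over the list alone. Genes of the other lists written by hand were counted by the same rule. In WT baseline kidneys 15 of the 46 genes had a mean FPKM of at least 1, and 5 are among the genes of Fig. 4c, which the study chose on these samples. The call did not hold under fry (adjusted p = 0.203 from edgeR) or with an estimated correlation (0.545). Without *Tet2*-/- IR replicate 2 the mean log2 fold change was 0.40 (adjusted p = 0.149), and without WT IR replicate 3 it was 0.70 (adjusted p = 0.0523). Over 12 alternatives the adjusted p from edgeR or limma ranged from 0.00165 to 0.545.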

KEGG pathway analyses for the upregulated genes identified “leukocyte aggregation,” “cellular response to cytokine stimulus,” “negative regulation of hemostasis,” and “positive regulation of inflammatory response” in the top 10 enriched terms (Fig. 4b). Persisting inflammation contributes to renal damage following IR. We found that the mRNA levels of pro-inflammatory genes (*Il6*, *Tnf-alpha*, and *Il1-beta*) and chemokine genes (*Cxcl2*, *Ccl6*, and *Ccl2*) are significantly higher in the IR-insulted kidneys from *Tet2*^*−/−*^ mice than those from WT mice (Fig. 4c). 

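*Il6* (NM_031168, chromosome 5 of mm9 from 30339654 to 30346515) had an FPKM of 0.0533 ± 0.0445 (SD, n = 3) in WT IR libraries, where at most 9 counts were found, and 1.38 ± 0.896 (SD, n = 3) in the libraries labelled *Tet2*-/-. Its log2 fold change was 4.56 (standard error 0.83, adjusted p = 0.0228 from edgeR's quasi-likelihood test). *Il1b* (NM_008361, chromosome 2 from 129190314 to 129196875) rose from 0.445 ± 0.0960 to 2.99 ± 1.61 FPKM (SD, n = 3), a log2 fold change of 2.59 (standard error 0.43, adjusted p = 0.0194 from the same edgeR test). *Tnf* (NM_013693, chromosome 17 from 35336312 to 35338952) had 0.137 ± 0.0600 and 0.345 ± 0.350 FPKM (SD, n = 3), and its groups overlapped. Its log2 fold change of 1.22 (standard error 0.75, adjusted p = 0.327 from edgeR) was within the spread between replicates, was 0.09 without *Tet2*-/- IR replicate 2, and had an adjusted p between 0.162 and 0.940 over 15 alternatives.
*Ccl6* (NM_009139, chromosome 11 from 83401388 to 83406589) had 0.755 ± 0.396 FPKM in WT IR libraries and 9.67 ± 9.01 FPKM in the libraries labelled *Tet2*-/- (SD, n = 3), a log2 fold change of 3.56 (standard error 0.72, adjusted p = 0.0292 from edgeR). *Cxcl2* (NM_009140, chromosome 5 from 91332925 to 91334964) had 0.939 ± 0.731 and 4.80 ± 2.19 FPKM (SD, n = 3), a log2 fold change of 2.27 (standard error 0.67, adjusted p = 0.0774 from edgeR). *Ccl2* (NM_011333, chromosome 11 from 81849079 to 81850954) had 0.651 ± 0.477 and 3.62 ± 3.26 FPKM (SD, n = 3), a log2 fold change of 2.37 (standard error 0.79, adjusted p = 0.103 from edgeR), which was 1.41 without *Tet2*-/- IR replicate 2. Apart from *Tnf*, each library labelled *Tet2*-/- was above each WT library for these genes. *Cxcl2* and *Ccl2* passed with DESeq2 (adjusted p 0.00376 and 0.0139), with edgeR's exact test, with all 12 libraries in a single fit and with the replicate number as a block, in ranges up to 0.189 and 0.255.
The calls of 3 genes were lost when a library was left out. That of *Il6* was lost without WT IR replicate 1, WT IR replicate 2 or *Tet2*-/- IR replicate 1 (adjusted p 0.0691, 0.0607 and 0.0630 from edgeR). That of *Il1b* was lost without WT IR replicate 1 (0.0678), and that of *Ccl6* without WT IR replicate 1, 2 or 3 or *Tet2*-/- IR replicate 1 (0.0872, 0.0610, 0.0744 and 0.0517). The highest adjusted p over all alternatives was 0.0756 for *Il6*, 0.0678 for *Il1b* and 0.0872 for *Ccl6*.
Of the 30 genes of Fig. 4c, 24 were higher and 6 lower in the libraries labelled *Tet2*-/-, with log2 fold changes from −3.06 (*Prlr*) to 5.22 (*Saa3*) and a median of 1.58. Of these, 12 passed as higher and 2 as lower (*Ghr* and *Proc*) over all genes tested. When adjusted over the list alone, and without the fold change threshold, 24 passed. This is not independent evidence, since the study chose the genes on these samples. The number that passed over all genes ranged from 6 to 14 when each library was left out and was 6 without *Tet2*-/- IR replicate 1, 7 without WT IR replicate 1 or 3 and 9 without *Tet2*-/- IR replicate 2.

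**Figure D3:**
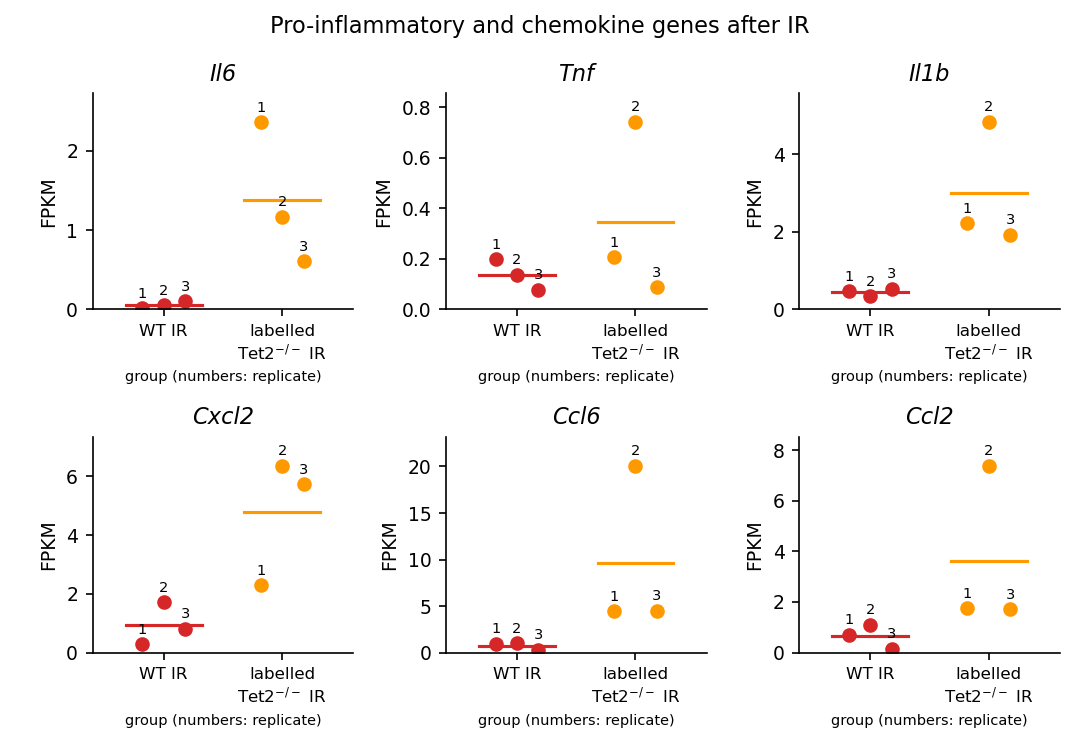
FPKM of *Il6*, *Tnf*, *Il1b*, *Cxcl2*, *Ccl6* and *Ccl2* in the WT IR libraries and the IR libraries labelled *Tet2*-/-. Numbered points are replicates (n = 3 per group) and lines are means. The groups overlap for *Tnf* and not for the others.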

The changes in *Il6* and *Tnf-alpha* mRNAs were validated by qRT-PCR (Fig 4d, e). Consistently, higher expression levels of macrophage markers (*CD14* and *CD11b*) and neutrophil markers (*S100a8* and *S100a9*) were also observed in the IR-insulted kidneys from *Tet2*^*−/−*^ mice (Fig. 4c). 

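*Cd14* (NM_009841, chromosome 18 of mm9 from 36884718 to 36886469) had 8.63 ± 5.62 FPKM (SD, n = 3) in WT IR libraries and 38.3 ± 11.0 FPKM (SD, n = 3) in the libraries labelled *Tet2*-/-, a log2 fold change of 2.08 (standard error 0.43, adjusted p = 0.0313 from edgeR's quasi-likelihood test). *Itgam*, which encodes CD11b (NM_001082960, chromosome 7 from 135206154 to 135262005), had 0.252 ± 0.121 and 2.01 ± 1.35 FPKM (SD, n = 3), a log2 fold change of 2.89 (standard error 0.65, adjusted p = 0.0391 from edgeR). *S100a8* (NM_013650, chromosome 3 from 90472993 to 90473956) had 2.46 ± 0.773 and 40.4 ± 11.3 FPKM (SD, n = 3), a log2 fold change of 3.93 (standard error 0.32, adjusted p = 0.00890 from edgeR). *S100a9* (NM_001281852, chromosome 3 from 90496552 to 90499643) had 3.36 ± 1.56 and 52.4 ± 17.0 FPKM (SD, n = 3), a log2 fold change of 3.85 (standard error 0.41, adjusted p = 0.0104 from edgeR). For all of these genes each library labelled *Tet2*-/- was above each WT library. *S100a8* and *S100a9* kept their calls in all 16 alternatives, with adjusted p values up to 0.0399. *Cd14* lost its call without any library other than WT IR replicate 2 (adjusted p from edgeR up to 0.0986, without WT IR replicate 3). *Itgam* lost its call without any library other than *Tet2*-/- IR replicate 3 (up to 0.109, without WT IR replicate 1), and its highest adjusted p over all alternatives was 0.135.
The macrophage marker list had 23 genes, all tested, with a mean log2 fold change of 1.13 (adjusted p = 0.00932 from camera with edgeR). Of these, 20 were higher and 3 lower in the libraries labelled *Tet2*-/-, 4 passed over all genes tested and 5 when adjusted over the list alone. The call was lost under fry (adjusted p = 0.357), without *Tet2*-/- IR replicate 2 (0.19, adjusted p = 0.274) and without WT IR replicate 3 (0.81, adjusted p = 0.0736). Over 12 alternatives its adjusted p from edgeR or limma ranged from 2.89e-05 to 0.595. The neutrophil marker list had 23 genes, of which 20 were tested and 20 were higher, with a mean log2 fold change of 3.73 (adjusted p = 4.00e-28 from camera with edgeR) and a median of 3.90. With *Stfa2l1*, which was at most 2 counts in WT libraries, set to its bound, the mean was 3.65 and the median 3.90. Of the 20 genes, 16 passed over all genes tested and 19 when adjusted over the list alone. The call held under fry (adjusted p = 0.00488) and in each fit that left out a library. Its mean log2 fold change ranged from 1.28 to 3.93 over 12 alternatives, and the call was lost only with an estimated correlation (adjusted p = 0.0694 from edgeR). In WT baseline kidneys 12 macrophage and 2 neutrophil list genes had a mean FPKM of at least 1, and 2 and 4 of them are among the genes of Fig. 4c. The paper reads these markers together with the cytokine and chemokine genes and concludes that Tet2 deficiency boosts inflammation in the kidney upon IR injury.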

For the downregulated genes, metabolism processes (such as catabolic process, metabolic process, and biosynthetic process) were enriched (Fig. 4f), suggesting that Tet2 deficiency may dampen the renal metabolism during IR injury.

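The amino acid catabolism list had 72 tested genes after IR with a mean log2 fold change of −1.14 (adjusted p = 1.30e-32 from camera with edgeR), and 63 of them were lower in the libraries labelled *Tet2*-/-. Of these genes, 48 passed over all genes tested and 53 when adjusted over the list alone. The tryptophan and kynurenine metabolism list had 23 tested genes with a mean of −1.26 (adjusted p = 1.22e-13 from camera with edgeR), 21 of them lower. There 12 genes passed over all genes tested and 15 when adjusted over the list alone. The bile acid and steroid biosynthesis list had 40 tested genes with a mean of −0.86 (adjusted p = 8.04e-11 from camera with edgeR), 34 of them lower. There 17 genes passed over all genes tested and 23 when adjusted over the list alone. These lists hold 78, 26 and 43 genes, of which 66, 19 and 36 had a mean FPKM of at least 1 in WT baseline kidneys and 7, 10 and 1 are also in another list. The amino acid, tryptophan and bile acid lists passed under fry (adjusted p 0.0115, 0.0118 and 0.00488 from edgeR), as did the neutrophil, proximal tubule, adherens junction, and fructose and mannose metabolism lists, the last with 18 of 29 genes lower (0.0269 under fry, 0.105 from camera), and no list of the 20 passed with an estimated correlation. All 3 metabolism lists kept their calls with each library left out. Over 12 alternatives their mean log2 fold changes ranged from −1.20 to −0.85, from −1.41 to −0.85 and from −0.97 to −0.68. The proximal tubule expresses many of these genes, and its marker list of 31 genes was lower as well, with a mean log2 fold change of −1.28 (adjusted p = 6.37e-16 from camera with edgeR) and 29 genes lower. From the enrichment of metabolic terms among the downregulated genes, the paper proposes that Tet2 deficiency may dampen renal metabolism during IR injury.

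**Figure D4:**
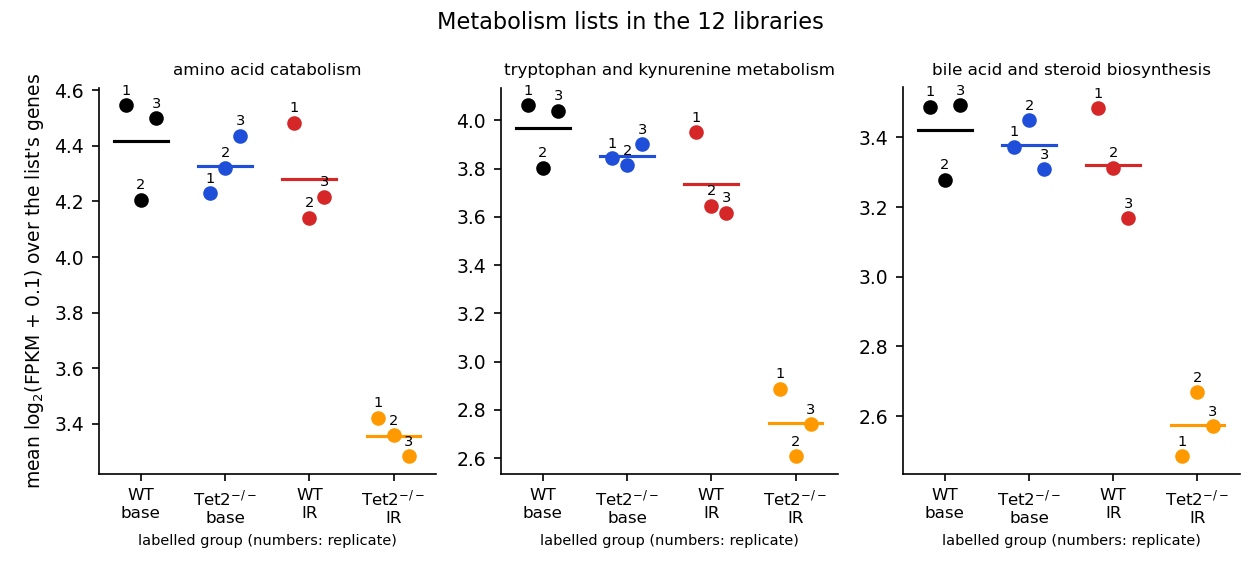
Mean log2(FPKM + 0.1) over the genes of the amino acid catabolism, tryptophan and kynurenine metabolism, and bile acid and steroid biosynthesis lists in each of the 12 libraries, by labelled group. Numbered points are replicates and lines are means. In each list the IR libraries labelled *Tet2*-/- lie below the libraries of the other groups.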

**Fig. 4:**
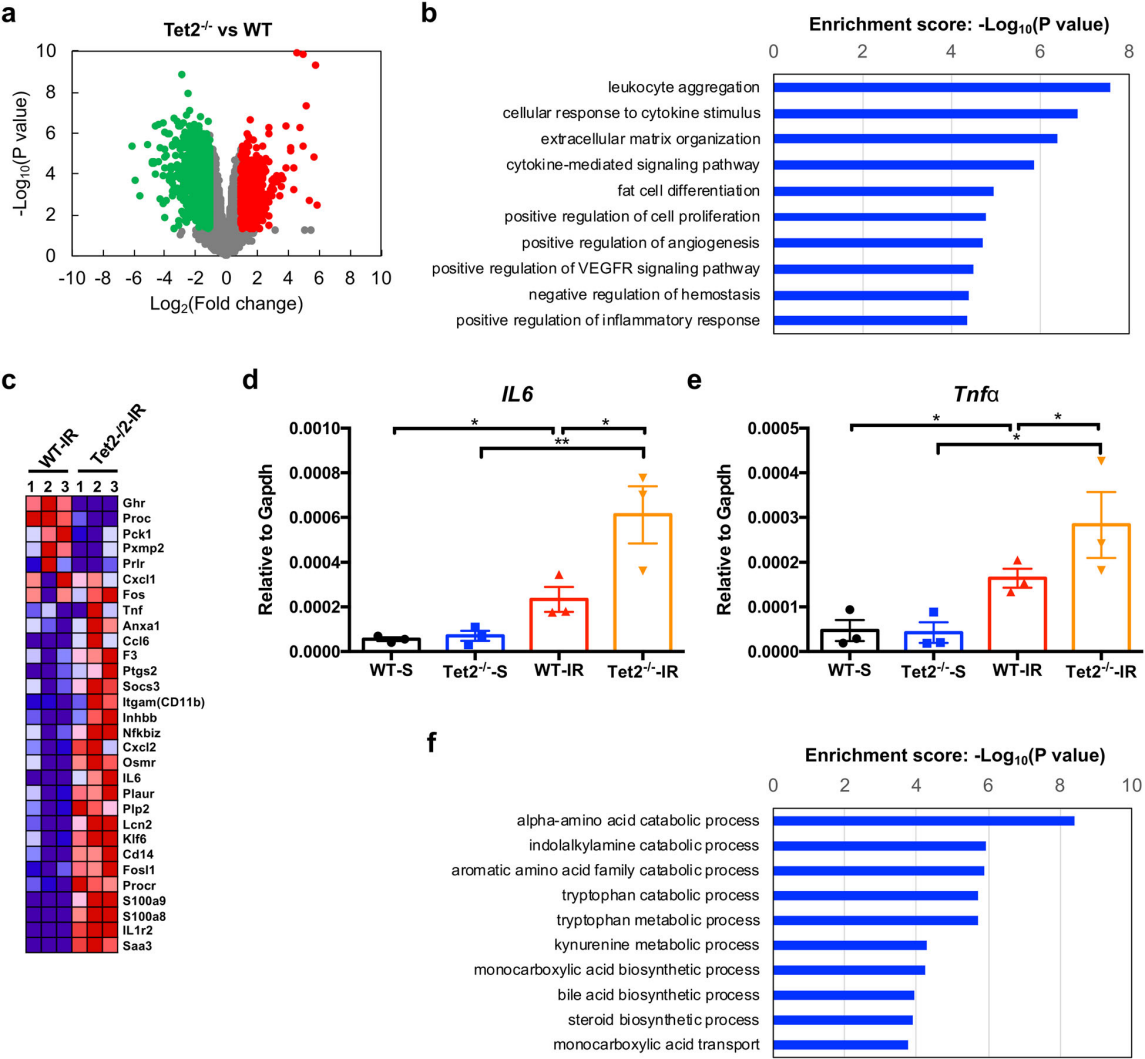
Tet2 deficiency boosts inflammation in the kidney upon IR injury. The IR-insulted kidney tissues from WT and *Tet2*^*−/−*^ mice (*n* = 3 in each genotype) were subjected to RNA-seq analysis. **a** Scatter plotting of the differentially expressed genes in the IR-insulted kidney tissues from WT and *Tet2*^*−/−*^ mice. Green dot, downregulated genes; red dot, upregulated genes. **b** Top 10 terms of the pathway analysis of the upregulated DEGs in the IR-insulted kidney between WT and *Tet2*^*−/−*^ mice. **c** Heatmap showing the augmented expression of renal inflammation-related genes. **d**, **e** The mRNA levels of *IL6* (**d**) and *TNF-alpha* (**e**) were measured by qRT-PCR. *P < 0.05 and **P < 0.01. *N* = 3 in each group. **f** Top 10 terms in the pathway analysis of downregulated DEGs in the IR-insulted kidney between WT and *Tet2*^*−/−*^ mice

## Discussion

In the current study, we used WT and *Tet2*^*−/−*^ mice as a comparative model to explore the functional role of Tet2 in the kidney and demonstrated that Tet2 deficiency impairs the expression of genes associated with cell junctions and exacerbates IR-induced AKI. These findings extended our understanding of the physiological and pathophysiological function of Tet2, a key regulator of DNA demethylation. To our knowledge, this work for the first time establishes the functional role of Tet2 in the kidney.

Since Rao and colleagues identified TET1 as the first 5mC dioxygenase in 2009, *TET* family genes have attracted increasing attention regarding their physiological function in various contexts [1, 4]. Our data uncover that *Tet2* gene is dispensable for kidney development and physiological function as its deficiency does not alter the morphology, histological structure, or functional markers of mouse kidney. This observation is consistent with the results of previous studies that Tet2 knockout mice had no significant phenotype despite hematological lineage dysregulation in the adult age [12, 14, 18]. While the loss of Tet2 does not impair kidney development and function, our transcriptomic analysis revealed that a panel of genes associated with cell junctions were inhibited in the kidneys of *Tet2*^*−/−*^ mice. Cell junctions (including tight junction (TJ), adherens junction (AJ), gap junction (GJ), desmosomes, and hemidesmosomes) play important roles in the epithelial homeostasis [19, 20]. For instance, tight junctions at the most apical part of the basolateral plasma membrane create a selective diffusion barrier for epithelium [21]. Consistently, a recent study has shown that Tet2 depletion increases the intestinal permeability (especially the jejunum), leading to microbial leaky and chronic inflammation, which function as an extrinsic non-cell-autonomous factor for leukemia onset [22]. Therefore, the aberrant expression of cell junction genes indicates that Tet2 depletion may influence kidney function under stress conditions.

Our previous work has shown that *Tet2* gene expression was downregulated in murine kidneys insulted by IR injury [7]. Therefore, we evaluated the impact of Tet2 deficiency on renal IR injury in this study and uncovered that *Tet2* deficiency increases the susceptibility to renal IR injury. Miao et al. have reported that *Tet2* knockout worsened ischemic brain injury in a middle cerebral artery occlusion (MCAO) mouse model [23]. Their work together with ours indicates that Tet2 plays a protective role against IR injury and that such effect is not limited to a specific organ.

During the renal IR injury, oxidative stress induces necrosis of endothelial or epithelial cells, leading to sterile inflammation and amplified acute kidney injury [24]. Consistent with more severe AKI, we observed much higher expression levels of pro-inflammatory genes and immune cell markers in the IR-insulted kidneys from *Tet2*^*−/−*^ mice. It has been reported that Tet2 knockout macrophages were more sensitive to lipopolysaccharide-induced IL6 production [25]. However, it is unclear whether such a stronger immune response in the IR-insulted kidneys of *Tet2*^*−/−*^ mice is due to a direct effect of Tet2 loss on the immune system or rather a consequence of more severe renal tubule injury.

As one of the key epigenetic regulators, TET2 has 5mC dioxygenase activity and exerts its function in regulating chromatin structure and gene transcription through two mechanisms [4]. First, TET2 can convert 5mC to 5hmC/5fC/5caC and thereby initiate passive or active DNA demethylation. TET2 deficiency may impair gene transcription due to aberrant DNA hypermethylation on the regulatory regions such as promoters and enhancers [26, 27]. Alternatively, TET2 functions as a transcriptional co-repressor through recruiting SIN3A and HDAC1/2 histone deacetylases to chromatin and triggers histone deacetylation, which in turn inhibits gene transcription [28]. Given that both up- and downregulated genes were observed in the kidneys of *Tet2*^*−/−*^ mice compared to WT mice, our findings indicate that both epigenetic regulatory mechanisms are likely to be involved in the renal protective role of TET2.

As one of the hotspots mutated genes in the peripheral blood mononuclear cells (PMBCs) of the elderly population, which was also known as clonal hematopoiesis of indeterminate potential (CHIP) [29–31], *TET2* mutation is associated with an increased risk for atherosclerosis and cardiac diseases [32]. However, the impact of hematopoietic TET2 mutation on the risk of acute or chronic kidney diseases in elder people is still unclear. In general, old patients are more vulnerable to IR-induced AKI than young ones [33]. Given that 5hmC (an index of TET activity) level was reduced in the kidney during aging [34], our findings indicate that the age-associated decline in TET activity may contribute to the increased risk of AKI and chronic kidney diseases in elderly patients. Since recent studies have shown that vitamin C could work as a direct regulator of Tet activity in embryonic stem cells (ESCs) and hematopoietic stem cells (HSCs) [35, 36], it will be of great interest to determine whether vitamin C exerts its substantial clinical benefits on renal IR injury partially through activation of Tet2.

## Conclusion

Taken together, our study demonstrates that *Tet2* deficiency impairs the expression of genes associated with cell junctions in mouse kidney and increases the susceptibility to renal IR injury. These findings highlight a protective role of Tet2 in the kidney against IR-induced AKI and indicate that Tet2 may be a potential target for the prevention and therapy of perioperative AKI.

## Methods

### Animals

Breeding pairs of *Tet2*^*+/−*^ mice with a C57BL/6J background were kindly provided by Dr. Guoliang Xu (State Key Laboratory of Molecular Biology, Institute of Biochemistry and Cell Biology, Chinese Academy of Sciences) [37]. Wild-type (WT) and *Tet2*^*−/−*^ (KO) mice were generated according to the half-sib mating and housed under specific pathogen-free conditions and a 12 h/12 h light/dark cycle at 21–23 °C with ad libitum food and water. A total of 26 male mice (13 WT and 13 *Tet2*^*−/−*^) at a young age (6 weeks old) were used in the current study. Three pairs of mice were used for baseline condition analysis, and ten pairs of mice were used for renal IR injury as well as sham operation. All experiments were approved by the Institutional Animal Care and Use Committee of Zhongshan Hospital, Fudan University (protocol no. 20170207), and conformed to the Animal Research-Reporting In Vivo Experiments (ARRIVE) guidelines.

### Renal IR injury

WT and *Tet2*^*−/−*^ male mice at around 6 weeks old were subjected to renal IR injury or sham operation. The renal IR injury model was performed as described previously [38]. In brief, mice were anesthetized with isoflurane. After an abdominal incision was made, IR injury was induced by clamping the renal pedicle of the right kidney for 60 min. After the clamps were released, the left kidney was removed. Before the wounds were sutured, 2 ml of saline was infused into the peritoneal cavity to keep the animals well hydrated. During the procedure, mice were warmed on a heating pad (36 °C) to maintain their body temperature. The mice under sham operation experienced a similar procedure except for renal ischemia. At the end of the experiment (24 h post-operation), all animals were euthanized by overdose (100 mg kg^−1^) of sodium pentobarbital and the blood and tissues were collected for the analyses of serum creatinine (SCr) and blood urea nitrogen (BUN), RNA-seq, qRT-PCR, and histology.

### RNA analysis

Total RNA was isolated from the kidney using TRIzol reagent (Life Technologies) according to the manufacturer’s instructions.

#### RNA-seq

RNA-seq library was constructed and sequenced by WuXi NextCODE (Shanghai). RNA-seq reads were aligned to the University of California Santa Cruz (UCSC) mouse genome mm9 using STAR. The tag directories were established. The raw read counts were measured with RefSeq genes using Homer, and the differential gene expression analysis was carried out using edgeR. The differential expression genes (DEGs) between WT and *Tet2*^*−/−*^ kidneys were defined by over 1 or − 1 in the difference FPKM log_2_ value and FDR *P* value less than 0.05. Gene ontology (GO) and KEGG pathway analyses for DEGs were performed using DAVID functional annotation tools. Gene set enrichment analyses (GSEA) were performed according to the instructions. The raw RNA-seq data have been deposited in NCBI’s GEO (Gene Expression Omnibus) and are accessible through the GEO Series accession number GSE151260.

#### RT-qPCR

Reverse transcription (RT) of cDNA was performed using the PrimeScript RT reagent Kit with gDNA Eraser (TaKaRa). Quantitative polymerase chain reaction (PCR) was conducted with SYBR Premix Ex Taq (TaKaRa) on the Applied Biosystems 7500 Real-Time PCR System. Levels of Gapdh were used as an internal control for the normalization of RNA quantity and quality differences among the samples. The sequence information of PCR primers is shown in the supplementary data (Table 1).

**Table 1:** The sequences of qRT-PCR primers

GeneBank ID	Gene symbol	Primer sequence (forward/reverse)
NM_008084	Gapdh	5′-GTGTTCCTACCCCCAATGTGT-3′ 5′-ATTGTCATACCAGGAAATGAGCTT-3′
NM_009386	Tjp1 (ZO-1)	5′-CCACCTCTGTCCAGCTCTTC-3′ 5′-CACCGGAGTGATGGTTTTCT-3′
NM_018778	Cldn8	5′-TCCCAAGGCGTACAGATTTC-3′ 5′-CACTCTCCACTGAGGCATGA-3′
NM_134248	Kim1 (Havcr1)	5′-AGCTCAGGGTCTCCTTCACA-3′ 5′-ACCACCCCCTTTACTTCCAC-3′
NM_008491	Ngal (Lcn2)	5′-CTGAATGGGTGGTGAGTGTG-3′ 5′-GGAGTGCTGGCCAAATAAGA-3′
NM_031168	Il-6	5′-AGTTGCCTTCTTGGGACTGA-3′ 5′-TCCACGATTTCCCAGAGAAC-3′
NM_013693	Tnf-alpha	5′-GAAAAGCAAGCAGCCAACCA-3′ 5′-CGGATCATGCTTTCTGTGCTC-3′

### Assessment of renal function

Blood was centrifuged to collect serum. Serum creatinine (SCr) and blood urea nitrogen (BUN) were measured as markers of renal function using Creatinine Assay Kit (QuantiChrom, DICT-500) and Urea Assay Kit (QuantiChro, DIUR-500).

### Histology

Formalin-fixed kidney sections were cut into 4 μm slides and stained with hematoxylin and eosin (H&E). The percentage of tubules in the cortical-medullary junction that displayed cellular necrosis, loss of brush border, cast formation, and tubular dilatation was counted and scored in a blinded manner as follows: 0, none; 1, 0–10%; 2, 11–25%; 3, 26–45%; 4, 46–75%; and 5, > 75%. At least 10 high-power fields (HPFs, × 200 magnification) per section for each sample were examined. The pathologists who scored the degree of the injury were blinded.

### Statistical analysis

GraphPad Prism 6 (GraphPad, La Jolla, CA, USA) was used for statistical analyses and graphs. Data are expressed as mean ± SEM (standard error of the mean). An unpaired *t* test was applied for two-group analyses. One-way ANOVA with Turkey’s test was applied for four-group analyses. For all analyses, *P* < 0.05 was considered significant.

## Data Availability

Based on a reasonable request, the data from the current research analysis can be obtained from the corresponding author. The raw RNA-seq data are available through the GEO Series accession code GSE151260.

## Abbreviations

Tet2: Ten-eleven translocation 2
5hmC: 5-Hydroxymethylcytosine
IR: Ischemia-reperfusion
AKI: Acute kidney injury
SCr: Serum creatinine
BUN: Blood urea nitrogen
CMML: Chronic myelomonocytic leukemia
TJ: Tight junction
AJ: Adherens junction
GJ: Gap junction
DEGs: Differential expression genes
CHIP: Clonal hematopoiesis of indeterminate potential
PMBCs: Peripheral blood mononuclear cells

How the deposited data were processed for this re-analysis (not part of the article)

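RNA-seq libraries from whole kidneys of 12 male mice at 6 weeks old were analysed in 4 groups of 3: WT and *Tet2*-/- mice without an operation (baseline), and WT and *Tet2*-/- mice 24 h after 60 min of ischemia (IR). The authors aligned the reads to mm9 with STAR and counted them on RefSeq transcripts with HOMER. They deposited these expected counts without normalization and the FPKM of the same transcripts. In the deposited FPKM, the count divided by the transcript's length and the FPKM gives the same denominator for all transcripts of a library. The deposited counts rise in steps of 0.5 and 38.7% of the values are not whole. The design written before the data were examined assumed whole counts, so the expected counts were rounded before edgeR and DESeq2 were run. The files give 34600 transcripts for 24421 gene symbols, and for the 5569 symbols with more than 1 transcript the transcript with the highest total over the 12 libraries was used. The total of these transcripts per library ran from 51007366 to 107969888 counts, and reads of 1 library are not independent mice, so every test treats a library as the unit. Coordinates are those of the files on mm9. Of 30199 transcripts with a symbol in the annotation used here, 17106 start at an annotated start, and 1590 would after adding 1, so they were read as counted from 1.

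The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and sequences were compared with BLAST 2.17.0 and samtools 1.23.1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Each comparison used its own 6 libraries, TMM normalization, edgeR's filter for low counts with its standard settings, the quasi-likelihood F test and Benjamini-Hochberg adjustment over all genes tested. The test itself gives no standard error. Those printed are the size of the log2 fold change divided by the square root of the F statistic. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1. The paper's Methods give these limits for the difference in log2 FPKM, and here they were applied to edgeR's fitted log2 fold change. The genotype comparisons at baseline and after IR correspond to Fig. 2a and Fig. 4a. The IR effect within each genotype and the genotype by IR interaction over all 12 libraries, called at an adjusted p under 0.05, were added because the paper does not report them from RNA-seq. Baseline mice had no operation, so that effect includes surgery and removal of the left kidney.

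In place of the gene sets of KEGG, GO and GSEA, 24 lists were written by hand: tight junction, adherens junction, fructose and mannose metabolism, inflammatory cytokines and chemokines, markers of macrophages, neutrophils and lymphocytes, tryptophan and kynurenine metabolism, amino acid catabolism, bile acid and steroid biosynthesis, fatty acid oxidation, markers of the proximal tubule, thick ascending limb, distal convoluted tubule, collecting duct, glomerulus, endothelium, fibroblasts, adipocytes, skeletal muscle and adrenal gland, red blood cell genes, and male-specific and female-specific genes. Lists with at least 5 tested genes were tested with edgeR's camera at a preset correlation of 0.01, two-sided, with fry and an estimated correlation as alternatives. Single genes of these lists were counted as passing at an adjusted p under 0.05, without the fold change threshold. The genes of Fig. 4c and the genes the paper names form separate lists. The text names each gene the paper names from RNA-seq or qRT-PCR, *Tet1*, *Tet2* and *Tet3*, and in each genotype comparison the 5 genes in each direction with the largest log2 fold change among those called, with a mean FPKM of at least 1 in either group and no overlap between the groups. A fold change against a group with at most 3 counts in every library is given as a lower bound.

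Before the data were examined, the main fits, the lists, this rule and the following alternatives were fixed: DESeq2, edgeR's exact test, library sizes alone or the upper quartile in place of TMM, no filter, a filter at a mean FPKM of 1, all 12 libraries in a single fit, limma on log2(FPKM + 1) and log2(FPKM + 0.1), the replicate number as a block, unadjusted p values, no fold change threshold, a fold change threshold on the ratio of mean FPKM, all deposited transcripts, gene sets of Reactome for the junction lists, and each library left out. Same-numbered libraries of 1 genotype, baseline against IR, deviated together from their group means (correlations of 0.38, 0.363 and 0.358 in WT and 0.135, 0.359 and 0.222 in *Tet2*-/- libraries), although they come from different mice according to the paper's text. The pairing is taken from these correlations only.

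The tests were tried on simulated data made from the real means and library sizes with known genes changed by a log2 fold change of 2. Each gene was given the spread that edgeR's trend fits at its level, and counts were drawn independently. Genes with more or less spread than the trend were therefore absent, as were deviations shared between genes or libraries. With 3 libraries against 3 and 16260 genes tested, the quasi-likelihood test recovered 173 of 194 changed genes and called 3 others, the exact test recovered 177 and called 8 others, and DESeq2 recovered 173 and called 29 others. With no gene changed, over 16286 genes, these tests called 0, 0 and 4 genes. limma on log2(FPKM + 1) recovered 140 of 200 genes over 16741 genes. The interaction test recovered 139 of 197 genes and called 6 others over 16560 genes. A simulated length trend gave 1225 other calls over 16124 genes without a correction and 8 with it. Each list test found the list with changed genes and called 0 others among 20 lists. Since the simulated genes do not vary together, this cannot decide between the list tests where they part on the real counts. Nor do the recovered shares of genes measure the power on the real counts. At baseline the quasi-likelihood test called 2 real genes, the exact test 290 and DESeq2 320.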

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

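Chosen only after the result was seen were the tests of copies of *Rpl34*, of exchanged labels, of adipose tissue as the source of the adipocyte transcripts and behind the tight junction interaction, the width of the window around *Tet2* and its repeats without *Rpl34* and at other widths, and the length and GC tests of the junction lists.

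The difference between the genotypes differed between baseline and IR for 1536 of 16741 genes, by the interaction term at an adjusted p under 0.05 from edgeR, and the term was positive for 634 and negative for 902 of them. At an unadjusted p under 0.05 and the fold change threshold the excess went the other way, with 1376 positive and 1076 negative. IR changed 376 genes in WT kidneys and 3974 in the kidneys labelled *Tet2*-/-, and the 314 genes in common all changed in the same direction. Same-numbered libraries of each genotype deviate together, and with the replicate block the IR effect in WT kidneys covered 987 genes and the IR effect in the kidneys labelled *Tet2*-/- 4193. When 100 of the 200 regroupings of the 12 libraries were drawn, 2, the real grouping included, gave as many interaction genes, and the other reached 1777. Leaving out 1 library gave from 697 interaction genes (without *Tet2*-/- baseline replicate 3) to 2044 (without WT IR replicate 2). The count fell by more than 1.5 times without WT baseline replicate 3 (1020), *Tet2*-/- baseline replicate 1 or 2 (851 each), WT IR replicate 1 (719), WT IR replicate 3 (768) or *Tet2*-/- IR replicate 1 (993). The IR libraries labelled *Tet2*-/- were the deepest of the 4 groups by their median total. With all IR libraries thinned to the smallest, 982 genes differed between the genotypes after IR, against 996, so depth does not account for that part of the difference. A more severe injury in *Tet2*-/- mice, which the paper reports from serum and histology, stays open and was not tested here.

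*Tet2* itself had an interaction of −2.001 on the log2 scale (standard error 0.479, adjusted p = 0.0285 from edgeR). In the libraries labelled *Tet2*-/- it fell by 2.52 on the log2 scale from baseline to IR (adjusted p = 0.000519 from edgeR), and in WT libraries the change was −0.48 (adjusted p = 0.440). Exchanged labels between the genotypes at baseline were tested through *Rpl34*, whose FPKM separated the labels in both comparisons: the lowest baseline library labelled *Tet2*-/- was at 74.6 and the highest WT library at 3.83, a ratio of 19.5. *Rpl34* was picked because it separates these labels, and its link to the *Tet2* allele was not shown. This therefore cannot decide whether a library of the other genotype is among the 6 at baseline. It shows only that *Rpl34* follows the labels in the same direction at baseline and after IR. A transcript that is still made from the altered *Tet2* allele stays open, since the deposited counts do not show which exons the reads came from, and it was not tested.

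The junction lists, lower at baseline in the libraries labelled *Tet2*-/-, were higher after IR. The interaction was 0.39 for the tight junction list (51 genes positive and 16 negative, adjusted p = 0.0186 from camera and 0.0376 from fry with edgeR) and 0.38 for the adherens junction list (61 positive and 14 negative, adjusted p = 0.000335 and 0.0048). With an estimated correlation neither passed (adjusted p 0.429 and 0.226). After IR alone, the mean log2 fold changes were 0.15 (adjusted p = 0.0735 from camera with edgeR) and 0.21 (adjusted p = 0.00832 from camera and 0.0443 from fry). *Tjp1* had an interaction of 1.11 (adjusted p = 0.0325 from edgeR). Of 100 drawn regroupings, 3 gave as large a tight junction interaction and 2 as large an adherens junction interaction, the real one included. Both lists kept their camera calls with each library left out, and the adherens junction interaction was 0.25 without *Tet2*-/- IR replicate 2. With the adipocyte level of each library as a covariate, the adherens junction interaction was 0.432 and still passed (adjusted p = 0.00088 from camera with edgeR), which argues against adipose tissue as its whole cause. For the tight junction list it was 0.36 (adjusted p = 0.0540), and adipose tissue and genotype cannot be told apart there, since the mean hardly moved while the call was lost. With the proximal tubule level as a covariate, the adherens junction interaction was 0.182 (adjusted p = 0.0048 from camera and 0.149 from fry), and a different share of nephron segments cannot be told apart from the genotype, since camera and fry part and this level itself was lower in the IR libraries labelled *Tet2*-/- than in all other libraries. Taking out the trend with gene length left 0.27 for the adherens junction list (adjusted p = 0.00476 from camera and 0.00337 from fry), which argues against gene length bias as its whole cause. For the tight junction list it left 0.325 (adjusted p = 0.0375 from camera and 0.0707 from fry), where gene length bias cannot be told apart because camera and fry part. Taking out the trend with GC content left 0.34 and 0.354 with both lists still past the threshold. A junction response to a more severe injury stays open and was not tested.

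The baseline adherens junction list lost its call when the trend with gene length was taken out, with a mean of −0.0827 (adjusted p = 0.411 from camera with edgeR), and gene length bias cannot be told apart from a change of these genes, since list genes and length trend run in the same direction. Taking out the trend with GC content left −0.146 (adjusted p = 0.0166), which argues against GC content as its whole cause. Of the 10 splits of the 6 baseline libraries, 1, the real one, gave as large a mean for the tight junction list and likewise 1 for the adherens junction list, and 3 libraries against 3 cannot give a smaller share.

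*Rpl34* and *Rpl34-ps1*, which the paper does not discuss, were the only genes past both thresholds in both genotype comparisons among 15687 genes tested in both. The log2 fold changes were 4.77 at baseline and 4.59 after IR for *Rpl34*, and 5.85 and 5.81 for *Rpl34-ps1*. Across all 6 WT libraries the mean FPKM of *Rpl34* was 3.75, while 80 other ribosomal protein genes had a median of 55.5 and 8 of them were lower. In the libraries labelled *Tet2*-/- it was 96.7, with 46 of the others lower. The coding sequence has 10 near-identical copies elsewhere in mm9 (at least 90% identity over at least 80% of its length), the closest at 99.5%, and 218 of its 305 windows of 50 bases (71.5%) occur exactly elsewhere. A candidate explanation is therefore that most reads of *Rpl34* match several places and are not counted on it in WT kidneys, and that a variant in the libraries labelled *Tet2*-/- makes them match its own locus. *Rpl34* lies on the same chromosome as *Tet2*, and among 52 genes that differed in the same direction at an unadjusted p under 0.05 and the fold change threshold in both comparisons, 2 loci lay within 10 Mb of *Tet2*, *Rpl34* and *Mttp* (−1.29 at baseline and −1.05 after IR). The window holds 84 of the 15687 genes. Since its width was set after the place of *Rpl34* was known, the count was repeated without *Rpl34* and *Rpl34-ps1*, and 1 of 50 genes lay in it (Fisher's exact test, p = 0.231). Without that locus the p ran from 0.0991 to 1 for widths from 1 to 50 Mb and was 0.305 for the whole chromosome. Variants linked to the *Tet2* locus therefore cannot be told apart from an even spread of these genes, since too few remain. The reads themselves were not used here, so neither the variant nor the placement of reads was seen, and a change of *Rpl34* transcription by genotype stays open.

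The adipocyte list, which the paper does not analyse, had a mean log2 fold change of −3.36 at baseline with 10 of 12 genes lower (adjusted p = 3.51e-05 from camera with edgeR), but it did not pass under fry (0.954) or with an estimated correlation (0.980). Over all genes tested 0 of its genes passed, 9 passed when adjusted over the list alone, and 9 had an unadjusted p under 0.05. Of the list's 14 genes, 13 had a mean FPKM of at least 1 in WT baseline kidneys and 0 are in another list. The levels lie with libraries and not with genotypes: 6 of the 7 genes with a median FPKM under 1 had their 3 highest values in WT baseline replicates 2 and 3 and *Tet2*-/- IR replicate 3, out of 220 possible sets of 3 libraries. This test was changed after the first version, which counted 7 of all 14 genes, had been seen. *Adipoq* reached 3.01, 15.6 and 10.0 FPKM and *Cfd* 31.2, 90.2 and 108 FPKM in these libraries. Adipose tissue in these samples is a candidate source of these transcripts. A difference between the genotypes in renal fat stays open, since only 3 libraries carry the signal, and was not tested.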

How the results depend on the processing

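No test in this part was chosen only after the result was seen, apart from the settings named here as added after seeing the data. Each alternative changed a single choice. For most changes the cause was not tested. Where fewer libraries or genes entered a fit, the setting itself can lower the number of calls, although some fits without a library made more.

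At baseline, 2 genes were higher and 0 lower in the main analysis, and 1891 genes had an unadjusted p under 0.05. DESeq2 gave 23 higher and 297 lower, and edgeR's exact test 19 and 271. An unadjusted p under 0.05 gave 68 and 544. All deposited transcripts gave 4 higher and 0 lower, while no filter gave 3 higher and 1 lower and all 12 libraries in a single fit 2 and 1. Leaving out 1 library gave from 2 to 3 genes higher and from 0 to 7 lower, with 7 lower without WT baseline replicate 1, 4 without WT baseline replicate 2 and 1 without *Tet2*-/- baseline replicate 1. Settings added after seeing the data were the exact test on all deposited transcripts (27 higher and 399 lower) and unadjusted p values on all deposited transcripts (94 and 839). Library sizes alone, the upper quartile, a mean FPKM of at least 1, both limma fits, no fold change threshold and the ratio of mean FPKM left 2 higher and 0 lower. The cause of the gap between the tests was not tested.

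After IR, 373 genes were higher and 623 lower. DESeq2 gave 775 and 880, edgeR's exact test 754 and 852, all 12 libraries in a single fit 712 and 862, no fold change threshold 568 and 999, and all deposited transcripts 587 and 924. An unadjusted p under 0.05 gave 984 and 977, so that 49.8% were lower against 62.55%. limma on log2(FPKM + 1) gave 112 and 244. Leaving out 1 library gave from 65 (without WT IR replicate 1) to 319 (without WT IR replicate 2) genes higher and from 229 to 623 lower. Added after seeing the data, the exact test on all deposited transcripts gave 1117 and 1232, and unadjusted p values on all deposited transcripts gave 1452 and 1407. Library sizes alone (427 and 493), the upper quartile, no filter, a mean FPKM of at least 1, limma on log2(FPKM + 0.1) and the ratio of mean FPKM kept both counts within 1.5 times of the main ones. The share of lower genes was 53.2% with DESeq2, 53.05% with the exact test, 53.6% with library sizes alone, 54.8% with all 12 libraries in a single fit and 77.9% without WT IR replicate 1. Of the genes of Fig. 4c, 14 passed, 24 with DESeq2, 24 with the exact test, 7 with limma on log2(FPKM + 1), and from 6 (without *Tet2*-/- IR replicate 1) to 14 with 1 library left out. The causes were not tested.

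The number of interaction genes, 1536, was 2810 with DESeq2 and from 697 (without *Tet2*-/- baseline replicate 3) to 2044 (without WT IR replicate 2) with 1 library left out. The IR effect in WT kidneys, 376 genes, was 982 with DESeq2 and from 87 (without WT baseline replicate 3) to 548 (without WT IR replicate 1) with 1 library left out. For the IR effect in the kidneys labelled *Tet2*-/-, the 3974 genes stayed within 1.5 times in all alternatives run, with 2684 genes at a mean FPKM of at least 1.

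The junction lists kept their direction in all alternatives. The tight junction list at baseline, not past the threshold, passed at a mean FPKM of at least 1 with −0.26 (adjusted p = 0.0287), and it was −0.24 to −0.16 with 1 library left out. The adherens junction list at baseline lost its call with an estimated correlation (−0.14, adjusted p = 0.980), under fry (−0.14, adjusted p = 0.209) and with the Reactome set (−0.22, adjusted p = 0.203, 23 of its 33 genes tested). With 1 library left out it ranged from −0.17 to −0.11, and the call was lost without WT baseline replicate 1 (−0.15) and without *Tet2*-/- baseline replicate 3 (−0.11). Among 16 alternatives, the interaction lists, added after seeing the data, lost their calls with an estimated correlation only (0.39 for tight junction and 0.38 for adherens junction). Outside these alternatives, the tight junction interaction also lost its call with the adipocyte level as a covariate (0.36, adjusted p = 0.0540 from camera with edgeR).

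After IR, an estimated correlation removed the calls of the lists of cytokines and chemokines (0.94), macrophages (1.13), neutrophils (3.73), amino acid catabolism (−1.14), tryptophan metabolism (−1.26) and bile acids (−0.86), and the means are the same by construction. Fry removed the calls of the cytokine (0.94, adjusted p = 0.203) and macrophage (1.13, adjusted p = 0.357) lists. On log2(FPKM + 1) they fell to 0.34 (adjusted p = 0.218) and 0.57 (adjusted p = 0.0884) and lost their calls. With 1 library left out the cytokine list ranged from 0.40 (without *Tet2*-/- IR replicate 2) to 1.099 and the macrophage list from 0.19 (without *Tet2*-/- IR replicate 2) to 1.53, and both also lost their calls without WT IR replicate 3 (0.70 and 0.81). The neutrophil, amino acid, tryptophan and bile acid lists kept their calls with each library left out. The causes were not tested. Over all lists, 107 values kept their call, 22 lost it and 1 gained it.

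Of the values of named genes, 644 kept direction and call, 55 lost the call, 21 gained it and 18 changed sign. The sign changes are all in genes with a log2 fold change under 0.5 in size and without a call. *Tet1* at baseline (0.03) was −0.0373 with library sizes alone, −0.00514 with all 12 libraries in a single fit, −0.00464 and −0.0209 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), −0.16 without WT baseline replicate 2 and −0.0506 without *Tet2*-/- baseline replicate 3, while its highest value was 0.25 without WT baseline replicate 3. After IR *Tet1* was 0.0183 without *Tet2*-/- IR replicate 1 and 0.0083 without *Tet2*-/- IR replicate 3, and −0.57 at its lowest, without *Tet2*-/- IR replicate 2. *Havcr1* at baseline was 0.00757 without WT baseline replicate 1, 0.19 without WT baseline replicate 3 and 0.47 without *Tet2*-/- baseline replicate 1, and −0.91 at its lowest, without *Tet2*-/- baseline replicate 2. At baseline, without WT baseline replicate 2, *Il1b* was −0.0122, *S100a8* −0.0782 and *S100a9* −0.0293. The highest values of *Il1b* and *S100a9* were 1.01 without WT baseline replicate 3 and 0.97 without WT baseline replicate 1. *Ccl6* was 0.0787 without WT baseline replicate 1 and 0.0231 without *Tet2*-/- baseline replicate 1, and without *Tet2*-/- baseline replicate 2 *Ccl2* was −0.27 and *Itgam* −0.18. At the other end *Ccl6* was −0.37 without *Tet2*-/- baseline replicate 2, *Ccl2* 0.46 without WT baseline replicate 3 and *Itgam* 0.53 without WT baseline replicate 1. Baseline values of *Il6*, *Arg1*, *Chil3*, *Calcb*, *Stfa2l1*, *Saa3* and *Il1r2* were not tested, since their counts fell under the filter.

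Across the genotypes the replicate numbers do not pair the libraries: the correlations of same-numbered libraries' deviations were −0.186, −0.167 and 0.0709 at baseline and 0.00257, 0.23 and 0.32 after IR. With the replicate block there were 2 genes higher and 2 lower at baseline, 477 higher and 616 lower after IR and 1836 interaction genes, and the adherens junction list at baseline had a mean of −0.14 (adjusted p = 0.0535). Within a genotype the numbers do pair the libraries, and with the replicate block the IR effect in WT kidneys covered 987 genes, and the IR effect in the kidneys labelled *Tet2*-/- covered 4193. The interaction with a replicate block within each genotype, added after seeing the data, gave 2101 genes. After IR, the replicate block gave *Lcn2* (adjusted p = 0.0435), *Cxcl2* (0.0214) and *Ccl2* (0.0433) a call, and no list test lost or gained another call. The depth of the libraries limits *Il6*, *Arg1*, *Stfa2l1* and *Rhox6*, with at most 9 counts in each library of 1 group.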

Differences from the paper's values

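No test in this part was chosen after the result was seen, except where stated. The paper gives 452 differentially expressed genes at baseline, the paper's value, and 2 passed here. The paper's 24 upregulated genes stand against 2, and the paper's 428 downregulated genes against 0, while 1891 genes had an unadjusted p under 0.05. Among the alternatives set before the data were examined, the value fell within 1.5 times of the paper's with DESeq2 for all of these (320 genes, 23 higher and 297 lower), with edgeR's exact test for the upregulated genes (19, while its 290 genes in all and 271 lower did not), and with an unadjusted p under 0.05 for the total and the downregulated genes (612 and 544, while its 68 higher did not). No other alternative closed these gaps. An exact test on all deposited transcripts, chosen after seeing the values, gave 27 genes higher and 399 lower, 426 in all.

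After IR the paper gives 928 upregulated genes, the paper's value, and 373 passed here. For the downregulated genes the paper's value is 1092, and 623 passed here. Among the alternatives set before the data were examined, both fell within 1.5 times of the paper's with DESeq2 (775 higher and 880 lower), with edgeR's exact test (754 and 852), with all 12 libraries in a single fit (712 and 862) and with an unadjusted p under 0.05 (984 and 977). The downregulated genes alone did so with no fold change threshold (999) and with all deposited transcripts (924). The other alternatives did not. The exact test on all deposited transcripts, chosen after seeing the values, gave 1117 genes higher and 1232 lower. An unadjusted p on all deposited transcripts, also chosen after seeing the values, gave 1407 lower, within 1.5 times of the paper's, and 1452 higher, which was not. The vertical axes of Fig. 2a and Fig. 4a give −log10 of a P value, and the coloured points start at about 1.3 in Fig. 2a, read by eye.

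The paper names the tight junction genes as enriched among genes with lower expression at baseline. Here that list had a mean log2 fold change of −0.21 (adjusted p = 0.157 from camera with edgeR), and it passed at a mean FPKM of at least 1 (−0.26, adjusted p = 0.0287) and with the trend with GC content taken out (−0.24, adjusted p = 0.0373), a setting chosen after seeing the values (0.17 from fry). With the trend with gene length taken out, also chosen after seeing the values, it did not pass (−0.19, adjusted p = 0.432 from camera and 0.875 from fry). The paper names fructose and mannose metabolism as enriched among the same genes, and that list had a mean of −0.15 (adjusted p = 0.907 from camera with edgeR) with 19 of 29 genes higher. Its log2 fold changes ran from −1.87 to 0.29. These are unlike measures, since camera tests a shift of a whole list and the paper's term came from its downregulated genes alone. Enrichment among the lower genes was not tested here. The list's mean log2(FPKM + 0.1) did not overlap, from 3.55 to 3.68 in baseline libraries labelled *Tet2*-/- and from 3.77 to 3.85 in WT baseline libraries. Of the 10 splits of these libraries 1, the real one, gave as large a mean log2 fold change. The paper reports a difference of *Cldn8* and *Tjp1* at baseline by RT-qPCR, which is not the same measure, and here they had log2 fold changes of −1.08 and −0.52 (adjusted p 0.206 and 0.239 from edgeR). Under an adjusted p of 0.05 came *Cldn8* with DESeq2 (0.000959) and the exact test (0.00103) and *Tjp1* with DESeq2 (0.0194). The paper names *Tnf*, *Cxcl2* and *Ccl2* as higher after IR. Here the log2 fold changes were 1.22, 2.27 and 2.37 (adjusted p 0.327, 0.0774 and 0.103 from edgeR). *Cxcl2* and *Ccl2* passed with DESeq2 (0.00376 and 0.0139), with the exact test (0.0123 and 0.0289), with all 12 libraries in a single fit (0.0257 and 0.0341) and with the replicate block (0.0214 and 0.0433), and no alternative called *Tnf* (adjusted p from 0.162 to 0.940). *Cxcl1*, shown in Fig. 4c among the genes with augmented expression, had a log2 fold change of −0.08 (adjusted p = 0.955 from edgeR). In Fig. 4c the column of *Tet2*-/- IR replicate 3 is the highest for *Il6*, read by eye, while the deposited replicate 3 had the lowest FPKM of the group (0.607) and replicate 1 the highest (2.36).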

Other observations

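Chosen only after the result was seen were the tests on same-numbered libraries by other matchings and by a batch shared between the genotypes, those of adipose, adrenal or muscle tissue in the same-numbered libraries labelled *Tet2*-/-, the adipocyte level taken out alone in both genotypes, the levels of the nephron segments as covariates for the excess of lower genes at baseline, and the count of genes shared with the fits that left out 1 library.

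At baseline 88.9% of the 612 genes at an unadjusted p under 0.05 and the fold change threshold were lower in the libraries labelled *Tet2*-/-. The trend of fold changes with gene length (correlation −0.287 across genes, which are not independent replicates) was taken out, and 88.9% were still lower. With the trend with GC content taken out, for the 86.1% of genes with a value, it was 88%, and with all libraries thinned to the smallest it was 90%. The shares of the 10 most abundant genes would shift the others by −0.0119 on the log2 scale. These values argue against gene length, GC content, depth and a few abundant genes as the whole cause of the excess of lower genes. The lists of nephron segments differed from each other by at most 0.297 in their difference between the genotypes, within the spread between libraries, so for the baseline difference a different share of segments cannot be told apart from none, as 3 libraries against 3 leave a wide spread. With the level of each segment list as a covariate the lower share was 72.4% for the collecting duct list (212 higher and 557 lower, 344 of the 612 genes shared) and from 87.2% to 90.7% for the 4 others, so a different share of collecting duct may account for part of the excess. Of the fits that each left out 1 library, 0 shared under 60% of the 612 genes in the same direction, and the shared part ran from 70.4% (without WT baseline replicate 2) to 91.8%, which argues against a single library as the whole cause. With the adipocyte level as a covariate the lower share was 68% (107 higher and 227 lower), and with the proximal tubule level it was 89.5%, so adipose tissue in WT baseline replicates 2 and 3 may account for part of the excess. Of the 10 splits of the baseline libraries 2, the real one included, gave 2 genes past both thresholds. The other joined WT baseline replicates 1 and 3 with *Tet2*-/- baseline replicate 1. By unadjusted p and fold change the real split gave 612 genes and the others from 71 to 339. With 3 libraries against 3 a share under 0.1 is not possible, so the grouping cannot be told apart from chance at this size.

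After IR, 1024 genes passed with the trend with gene length taken out, 849 with the trend with GC content taken out (85.8% of genes with a value) and 982 with thinned libraries, against 996, and the shares of the 10 most abundant genes would shift the others by −0.0268. These values argue against each of these as the whole cause. Of the 10 splits of the IR libraries 1, the real one, gave as many genes, and 1 gave as many of the genes of Fig. 4c past the threshold, where the others gave 0 genes (from 104 to 417 by unadjusted p and fold change). As large a mean was given by 1 of the 10 splits for the lists of cytokines and chemokines, neutrophils, tryptophan metabolism, amino acid catabolism and bile acids, and by 5 for the macrophage list. The share of splits alone cannot decide on chance at this size, as 10 splits cannot give a share under 0.1. The other splits each mix the labelled groups, so a difference between the groups adds to their spread. Their 0 genes against 996 are therefore no separate evidence against chance. Simulated data with no gene changed gave 0 calls with the same test. They had the baseline library sizes and no deviation shared between genes or libraries, so they cannot decide this either. For the macrophage list, 5 of the 10 splits leave chance open. In 5 of the fits that left out 1 library, under 60% of the 996 genes passed again in the same direction, without WT IR replicate 1 (289), WT IR replicate 3 (365), *Tet2*-/- IR replicate 1 (362), *Tet2*-/- IR replicate 2 (462) or *Tet2*-/- IR replicate 3 (536). By unadjusted p and fold change these fits shared from 76.4% to 83.5% of the 1961 genes. Since the 5 libraries come from both groups, this argues against a single library as the whole cause. Without *Tet2*-/- IR replicate 3, which held adipocyte transcripts, 650 genes passed, which argues against adipose tissue as the whole cause. With the adipocyte level as a covariate 284 passed.

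The marker lists of nephron segments moved apart after IR. Between the labelled groups the mean log2(FPKM + 0.1) differed by −1.16 for the proximal tubule list, −1.02 for the thick ascending limb list and 1.52 for the glomerular list, a largest gap of 2.68, and the groups did not overlap for these lists. With the proximal tubule level as a covariate, 1 gene passed, while 2061 genes, against 1961 without it, had an unadjusted p under 0.05 and the fold change. Since this level separates the groups, that fit takes out the genotype as well and decides nothing. A different share of nephron segments, or a loss of transcripts from the proximal tubule, may account for part of the difference after IR. A more severe tubular injury, which the paper reports from histology, would lower the same list, and the counts do not separate the number of tubule cells from their transcripts.

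By edgeR's camera after IR, the thick ascending limb list had a mean log2 fold change of −0.96 (adjusted p = 0.000182, 11 of 13 genes lower), the distal convoluted tubule list −0.66 (0.0264, 9 of 12 lower), the collecting duct list −0.49 (0.0595, 14 of 20 lower), the fatty acid oxidation list −0.53 (1.93e-06, 27 of 30 lower), the glomerular list 1.34 (0.000192, 13 of 14 higher) and the endothelial list 0.70 (0.00832, 14 of 15 higher). None of these passed under fry. The fructose and mannose list had −0.17 (0.105), the lymphocyte list 0.31 (0.785), the fibroblast list 0.10 (0.470), the adipocyte list 1.78 (0.321) and the red blood cell list 0.31 (0.278). At baseline the 18 tested lists other than the junction and adipocyte lists had means between −0.43 (distal convoluted tubule) and 0.43 (neutrophil) with adjusted p values from 0.0831 (fatty acid oxidation, 0.10) to 0.953, and 0 of their genes passed over all genes tested. Between the genotypes, the skeletal muscle list was tested at baseline (−0.04, adjusted p = 0.907) and not after IR alone. Its interaction was −0.79 (adjusted p = 0.206 from camera with edgeR). The adrenal, male-specific and female-specific lists had fewer than 5 tested genes. The segment, endothelial and fatty acid lists share from 0 to 5 genes with other lists, and 1 proximal tubule gene is in Fig. 4c.

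*Havcr1*, which encodes Kim1, had an FPKM of 481 ± 238 (SD, n = 3) in WT IR libraries and 984 ± 403 (SD, n = 3) in the IR libraries labelled *Tet2*-/-, a log2 fold change of 0.93 (standard error 0.52, adjusted p = 0.281 from edgeR), with overlapping groups. This fold change ranged from 0.48 to 1.33 over 16 alternatives, none of which gave a call. *Lcn2*, which encodes Ngal, had 236 ± 212 and 1560 ± 566 FPKM (SD, n = 3), a log2 fold change of 2.64 (standard error 0.66, adjusted p = 0.0503 from edgeR) with 3 of 3 libraries above all WT libraries. Over 16 alternatives its adjusted p ranged from 7.45e-05 to 0.147, and it passed with DESeq2 (7.45e-05), the exact test (0.000962), no filter (0.0460), a mean FPKM of at least 1 (0.0483), all 12 libraries in a single fit (0.0120), the replicate block (0.0435) and without WT IR replicate 2 (0.0235). The interaction of *Lcn2* was 2.99 (adjusted p = 0.0463 from edgeR). *Gapdh* had a log2 fold change of 0.58 at baseline and 0.17 after IR (adjusted p 0.536 and 0.560 from edgeR).

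From baseline to IR, 234 genes were higher and 142 lower in WT kidneys (589 and 777 at an unadjusted p under 0.05 and the fold change threshold, an excess of lower genes), and 2078 were higher and 1896 lower in the kidneys labelled *Tet2*-/-. The IR effect in WT kidneys covered 987 genes with the replicate block, which holds all 376 genes. Leaving out WT baseline replicate 1, 2 or 3 or WT IR replicate 2 or 3 lowered that of WT kidneys to 96, 116, 87, 99 and 143. Of the 10 splits in each genotype 1, the real one, gave as many genes, and the splits that part all 3 pairs of same-numbered libraries otherwise gave 0 (from 29 to 144 by unadjusted p and fold change in WT and from 39 to 73 in libraries labelled *Tet2*-/-). The neutrophil list rose by 1.75 in WT kidneys (median 0.79, adjusted p = 0.00049 from camera with edgeR, 9 of 10 genes higher). In the kidneys labelled *Tet2*-/- it rose by 4.89 (median 5.48, adjusted p = 1.21e-15 from camera, 20 of 20 higher). Both means use fitted values and not bounds, also for genes with at most 3 counts in a group, such as *Stfa2l1* at baseline. The amino acid catabolism list changed by −0.20 (0.0159) and −1.30 (1.41e-19). The difference between these changes was 3.22 for the neutrophil list (adjusted p = 1.60e-09) and −1.02 for the amino acid list (7.96e-24) by the interaction.

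Same-numbered libraries of 1 genotype deviated together from their group means although baseline and IR kidneys come from different mice by the paper's text. Of the 36 combined matchings of the numbers within both genotypes, 1, the labelled one, gave as high a mean correlation, which argues against a chance matching. Across genotypes, over the 16740 genes kept with all 12 libraries, the lowest correlation of same-numbered libraries was −0.173 and the highest 0.303, with 2 of 6 over 0.1 (from −0.186 to 0.32 when each comparison's 6 libraries were normalized alone), which argues against a batch shared by both genotypes. In WT libraries 75 genes had the same wide pattern over the replicates at baseline and after IR, against at most 38 in the other matchings, and 31 against at most 16 in libraries labelled *Tet2*-/-. Of these WT genes 25.3% had another such gene within 1 Mb, against 11.8% on average in 10000 random sets (114 of them as high) and 15.2% in random sets of genes as wide (363 as high). These values are consistent with variants that differ between families of mice, numbered alike at baseline and IR. With adipocyte, adrenal and muscle levels taken out, the lowest WT correlation was 0.262. WT replicate 1 had 0.415 there but 0.035 with the adipocyte level alone taken out (from 0.349). Such tissue cannot be told apart as its cause, as the 2 corrections part. WT replicate 2 had 0.446 and 0.342 (from 0.349), which argues against such tissue as its cause. WT replicate 3 fell to 0.262 and 0.166 (from 0.344), so a part from such tissue stays open there. In libraries labelled *Tet2*-/- the correlations of replicates 1 and 3 were 0.221 and 0.395 with the 3 levels taken out and 0.213 and 0.331 with the adipocyte level alone, which argues against such tissue as their cause. Replicate 2 had 0.0241 and 0.257, and there it cannot be told apart, as these part too. Litters or parents of the mice stay open and were not tested.

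Among 15687 genes tested in both genotype comparisons, 95 passed the unadjusted p and fold change in both, 52 in the same and 43 in the opposite direction. Of 510 genes lower at baseline by these criteria and tested after IR, 15 were called lower and 7 higher after IR.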
